# Identification of Novel Glial Genes by Single-Cell Transcriptional Profiling of Bergmann Glial Cells from Mouse Cerebellum

**DOI:** 10.1371/journal.pone.0009198

**Published:** 2010-02-12

**Authors:** Samir Koirala, Gabriel Corfas

## Abstract

Bergmann glial cells play critical roles in the structure and function of the cerebellum. During development, their radial processes serve as guides for migrating granule neurons and their terminal endfeet tile to form the glia limitans. As the cerebellum matures, Bergmann glia perform important roles in synaptic transmission and synapse maintenance, while continuing to serve as essential structural elements. Despite growing evidence of the diverse functions of Bergmann glia, the molecular mechanisms that mediate these functions have remained largely unknown. As a step toward identifying the molecular repertoire underlying Bergmann glial function, here we examine global gene expression in individual Bergmann glia from developing (P6) and mature (P30) mouse cerebellum. When we select for developmentally regulated genes, we find that transcription factors and ribosomal genes are particularly enriched at P6 relative to P30; whereas synapse associated molecules are enriched at P30 relative to P6. We also analyze genes expressed at high levels at both ages. In all these categories, we find genes that were not previously known to be expressed in glial cells, and discuss novel functions some of these genes may potentially play in Bergmann glia. We also show that Bergmann glia, even in the adult, express a large set of genes thought to be specific to stem cells, suggesting that Bergmann glia may retain neural precursor potential as has been proposed. Finally, we highlight several genes that in the cerebellum are expressed in Bergmann glia but not astrocytes, and may therefore serve as new, specific markers for Bergmann glia.

## Introduction

The Bergmann glial cell is a type of astroglia that performs a range of important functions in the cerebellum throughout the life of the animal. During development, the radial processes of Bergmann glia provide structural support to the expanding cerebellar plate, and endfeet of these cells adhere together to form a continuous glia limitans overlying the cerebellum [1], [2], [3]. The radial fibers of Bergmann glia also act as essential guide rails for the migration of cerebellar granule cells [4], [5]. Mice with Bergmann glial defects during development have severe abnormalities including pial rupture, disrupted neuronal migration and layering, and altered connectivity [6], [7]. In addition, it has been proposed that Bergmann glia also contribute to the elaboration of Purkinje cell dendrites [8], [9], [10] and the stabilization of synaptic connections onto these neurons [11].

After completion of cerebellar morphogenesis, Bergmann glia remain important for structural support [12], [13], but also serve additional roles in synapse maintenance, function and plasticity [14], [15], [16], [17]. Bergmann glial processes ensheathe synapses on Purkinje cells, and play a supportive role in normal transmission by maintaining a physiological synaptic microenvironment. This involves buffering of ions, uptake of neurotransmitters, and production of glutamine, which neurons then convert to glutamate [16], [18], [19]. Recent studies suggest that Bergmann glia may also play more active roles at synapses. These cells respond to synaptic activity and locomotor behavior with Ca^++^ elevations *in vivo* [20], and may in turn modulate synaptic transmission, synaptic plasticity, and blood perfusion changes around synapses [20], [21], [22].

Despite growing recognition of the diverse roles of Bergmann glia, the molecular mechanisms that mediate these roles remain largely unexplored. As a step toward addressing this gap in knowledge, we analyzed global gene expression in single acutely isolated Bergmann glia from the developing cerebellum (P6), during the peak of granule cell migration along glial fibers, and from the adult (P30), when developmental processes are complete and Bergmann glial processes have ensheathed synapses. We then compared gene expression profiles between Bergmann glia at these two ages, and also with data obtained previously from astrocytes [23] or stem cells [24]. *In situ* hybridization and online gene expression atlases were used to validate Bergmann glial expression of genes of interest. Our analysis shows that although Bergmann glia robustly express many astroglial genes, as expected, there are also genes that appear to be Bergmann glia-specific, and may be useful as new markers and tools to manipulate this cell type. In addition, we identify a number of genes as potential candidates to mediate Bergmann glial roles in maintenance of cerebellar morphology, and in synaptic structure and function. Surprisingly, we also find that Bergmann glia express a large set of genes thought to be expressed specifically in stem cells, suggesting that this glial type may harbor progenitor potential. Together, this information should be useful to future studies of Bergmann glia and glial cells in general.

## Results

### Single Cell Isolation and cDNA Synthesis from Bergmann Glia

To examine gene expression in Bergmann glia, we chose a single-cell cDNA library approach [25] using acutely isolated cells from the cerebella of mice expressing GFP under the Glial fibrillary acidic protein (*Gfap*) promoter [26]. As shown Fig. 1Ai, Bergmann glial cell bodies could be easily visualized by their robust GFP expression in a live slice from a GFAP-GFP mouse cerebellum. After gentle dissociation of the tissue, four main types of cells were seen. Most cells were small with round cell bodies and lacked GFP signal (arrows in Fig. 1Aii), and most likely represent granule cells. Another frequent cell type had round cell bodies and relatively weak GFP fluorescence (arrowheads in Fig. 1Aii), almost certainly representing astrocytes. A third cell type, with large cell bodies and no fluorescence, we identified as Purkinje cells (not shown). Finally, a rather infrequent type (<1% of cells) could be readily distinguished from the others by a distinctive “bushy” unipolar morphology and strong GFP expression (arrowheads in Fig. 1Aiii). These putative Bergmann glia and some GFP- cells as controls were harvested individually using glass microelectrodes (Fig. 1Aiv). To minimize the possibility of contamination from other mRNAs, each cell was subjected to a rinse in a new dish with fresh buffer and picked with a new microelectrode before cDNAs were generated using protocols described before [25], [27], [28]. In line with these protocols, single cell RT-PCR amplification generated cDNAs of 300–1000 base pairs (Fig. 1B, left panel). The single cell cDNAs were then subjected to rigorous quality control using PCR (Fig. 1B, right panels). Single cell cDNA libraries were considered to be of good quality if they were positive for high (β-actin or *Actb*) and low abundance (ornithine decarboxylase or *Odc*) markers, confirming that mRNAs of widely varying abundance were preserved during the RT-PCR amplification. High quality cDNAs of GFP+ and GFP− cells were then further characterized. GFP+ cells were positive for *Gfap* but negative for neurofilament light chain (*Nefl*), confirming that they were glia and that the samples were free of contaminating neuronal mRNA. GFP− cells were negative for *Gfap* and positive for *Nefl*, indicating they were most likely neurons. Finally, an additional quality control step was performed using Southern blot analysis (Fig. 1C). GFP+ and GFP− cells were positive for high, medium, and two low abundance transcripts (*Actb*, high; γ-actin or *Actg*, medium; *Odc* and protein phosphatase 1cα or *Ppp1ca*, low), indicating good amplification. GFP+ cells were positive for *Gfap*, fatty acid binding protein 7 or *Fabp7* (also called brain lipid binding protein or BLBP), *Sept4* (Septin 4) and the glutamate transporter, *Slc1a3* (GLAST), confirming that they were astroglial cells. They were negative for the neuronal markers *Nefl* and microtubule-associated protein 2 (*Mtap2*). Conversely, GFP− cells were negative for glial markers but positive for neuronal ones, confirming their identity as neurons.

**Figure 1:**
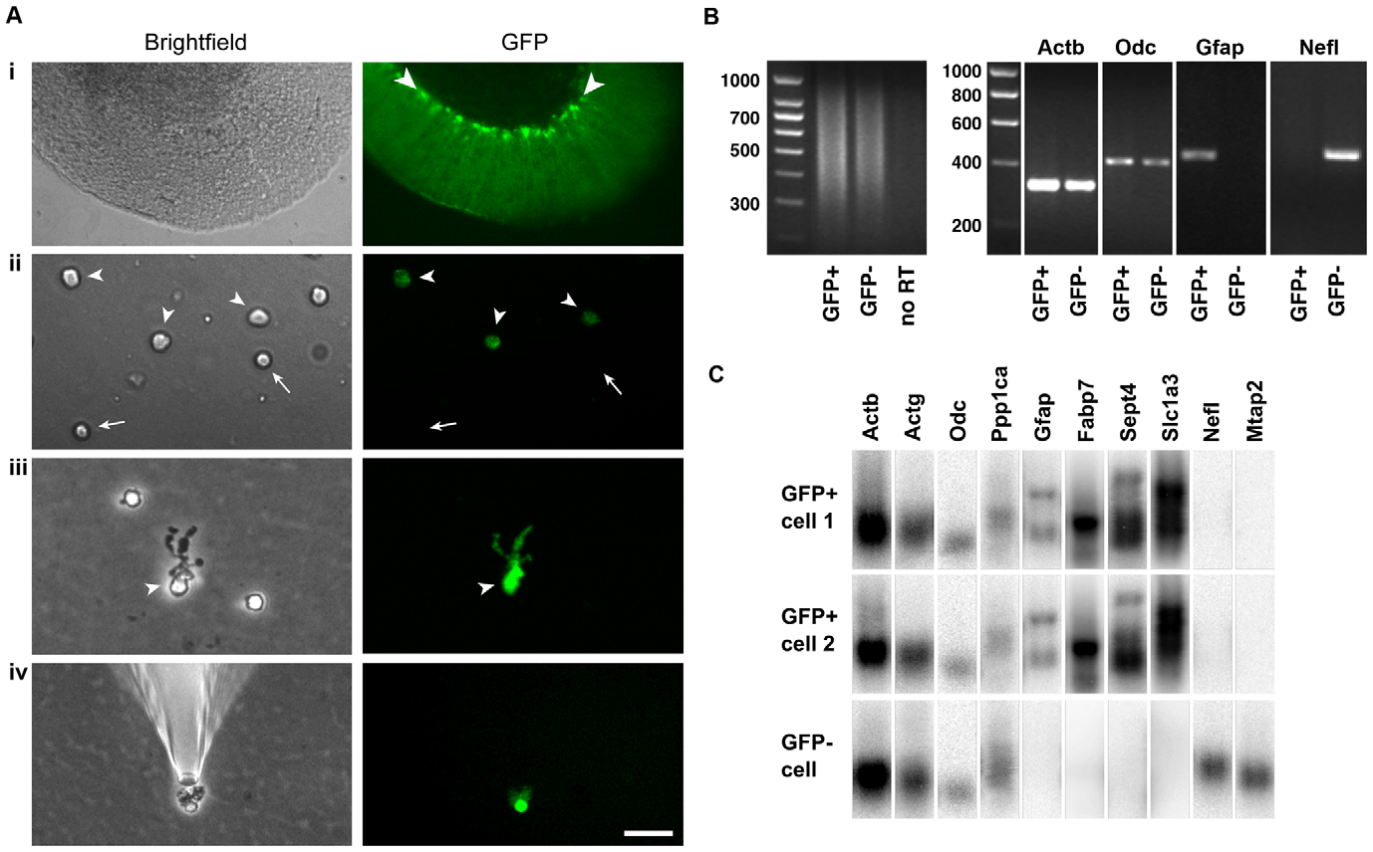
Harvesting of individual Bergmann glia and quality control of single-cell cDNA. **Ai**, a live cerebellar slice obtained from an adult GFAP-GFP transgenic mouse imaged under phase contrast optics (left) and fluorescence illumination (right). The Bergmann glia (see arrowheads) are the cells with the most fluorescence. **Aii**, freshly dissociated cells include putative astrocytes, which are devoid of processes and show relatively weak GFP fluorescence (arrowheads), and putative granule neurons, which have small, round, GFP-negative cell bodies (arrows). **Aiii**, a freshly dissociated Bergmann glia (arrowhead in left panel) can be distinguished from other cells by the bushy processes that emanate from one side of the soma–these are the long Bergmann glial processes that have partially retracted or been sheared off during tissue dissociation. In addition, Bergmann glia display strong GFP fluorescence (arrowhead in right panel), with the mean GFP intensity of their cell bodies 2.9±0.8 fold that of astrocytes; n = 17 cells). **Aiv**, a single Bergmann glia being washed by placement in a new dish containing fresh buffer, before being picked again with a new microelectrode. This step is performed to exclude contaminating cells or mRNAs. Scale bar, 70 µm in **Ai**, 25 µm in **Aii** and **Aiii**, 40 µm in **Aiv**. **B**, left panel, agarose gel electrophoresis of cDNAs generated from single GFP+ and GFP− cells. The gels show that most of the cDNA lies between 300 and 1000 bases. Right panel, agarose gels showing PCR with primer pairs directed towards β-actin (*Actb*), ornithine decarboxylase (*Odc*), *Gfap*, and neurofilament light chain (*Nefl*). The results show that the single cell cDNAs from Bergmann glia (GFP+) and neurons (GFP−) contain both high and low abundance transcripts (*Actb* and *Odc*, respectively). Bergmann glia are positive for the astroglial marker *Gfap* and negative for the neuronal marker *Nefl*, whereas neurons are negative for *Gfap* and positive for *Nefl*. **C**. Southern blot analysis of cDNAs from two putative Bergmann glial cells (GFP+) and a putative neuron (GFP−) shows presence of the high, medium, and two low abundance markers (*Actb*, *Actg*, and *Odc* and *Ppp1ca*, respectively). In addition, the GFP+ cells are positive for *Gfap*, *Fabp7* (BLBP), *Sept4* and *Slc1a3* (GLAST), confirming their glial identity, whereas the GFP− cell lacks all these markers. Conversely, the GFP+ cells are absent for the neuronal markers *Nefl* and *Mtap2* whereas the GFP− cell is positive. These results confirm the preservation of low to high abundance transcripts after the single-cell RT-PCR amplification, and also confirm the cell identity of the Bergmann glia used for microarray analysis.

### Purity and Accuracy of Expression Profiles of Individual Bergmann Glia

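Each array held amplified cDNA from 1 Bergmann glial cell, a specialized astroglial cell whose soma lies beside the Purkinje neurons. The cells came from mice that express GFP under the Gfap promoter, and 5 cells were profiled at P6 and 5 at P30. The authors state that the scanned arrays were processed with RMA in GeneSpring GX 7.3, that values under 0.01 were set to 0.01, that each array was divided by its 50th percentile and that each probe set was divided by its median. The deposited values are therefore ratios to a typical cell for the same probe set and not expression levels. Raw values of single cells were at hand only for the 1757 probe sets of Table S5 used here, of which 1749 had a value in every cell. For 1748 of these, the normalized value equalled the raw value divided by a factor of the array and by the median of the P6 cells with a raw value above 10 (log2 tolerance 0.02), and for 141 it equalled the raw value divided by the median of all 10 cells. A log2 ratio of 0 thus marks the median of the P6 cells that entered the divisor, and the median of all 5 P6 cells was at 0 in 69.5% of the probe sets with complete values. Of the 45101 probe sets, 43608 had a value in every cell, 1013 had values in P30 cells only and 480 had none. In the complete ones the floor of 0.01 was met by 1.07% of P6 values and 1.73% of P30 values. Folds are ratios of geometric means. A fold against cells at that floor is a lower bound and is given as "at least", unless values at the floor stood at both ages, where the fold is no bound. Ratios were analysed on the log2 scale, and the value of a gene is the mean over all probe sets paired with that gene alone, which gave 17919 genes. Median scaling of the 10 arrays would lower every log2 difference between P6 and P30 by about the same amount, a median of 0.16, and scaling to the hybridisation spikes would raise it by 0.28. The 780 probe sets of Table S5 called present in at least 8 of 10 cells had a median difference of 0.34, by which scaling to them would lower every difference. The last 2 scalings were chosen after seeing the data, and Table S5 is not a random part of the array. Neither the text nor the labels name the animal a cell came from or the lot of reverse transcription reagents. Each age was therefore taken as 1 sample, with means ± SD or ranges that describe 5 cells and no p-values, whereas the paper's one-way ANOVA took cells as replicates. With 1 array per cell and 5 cells per age, the number of arrays limits the precision of every value. In a simulation with the same spread between cells and no difference between ages, 10.3% of probe sets differed by more than 3-fold in one direction or the other, and 77.0% of probe sets given a 4-fold difference did so.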

To examine the global transcriptional profiles of Bergmann glia, the amplified cDNA generated from five P6 and five P30 cells were individually hybridized to Affymetrix 430 2.0 Mouse Expression Arrays. 

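Detection flags were available for the 1757 probe sets of Table S5 used here, which open that table and are not a random sample of the array. The shares below are of all 1757, of which 1749 had a value in every cell. The mean share flagged present was 62.3% ± 5.32 (SD, n = 5 cells) at P6 and 53.6% ± 7.72 at P30. Individual P6 cells ranged from 54.5% to 69.0% and P30 cells from 44.2% in P30 replicate 4 to 65.2% in P30 replicate 5, so that the difference between ages was of the size of the spread between cells. By level, 69.1% ± 3.31 of these probe sets had a raw value over 100 at P6 and 67.3% ± 4.13 at P30. Presence in at least 4 of 5 cells was met by 54.4% of them at P6 and by 43.0% at P30.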

On average, 31.7±1.5% of the 45101 probe sets per array showed positive expression at P6, and 27.5±2.3% at P30. 

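Among the astroglial genes of Fig. 2, no gene separated all 5 P6 cells from all 5 P30 cells, and their median log2 difference P6 minus P30 was -0.55 over 8 genes. Slc1a3, which encodes the glutamate transporter GLAST, had a log2 ratio of -0.15 ± 0.39 at P6 and 0.59 ± 0.78 at P30 (SD, n = 5 cells each). S100b, a calcium-binding protein, had -0.02 ± 0.35 at P6 and 0.43 ± 0.33 at P30, and the acyl-CoA synthetase Acsbg1 had -0.10 ± 0.34 at P6 and 0.54 ± 0.41 at P30. The intermediate filament gene Vim differed least after the glutamate transporter gene Slc1a2, with -0.10 ± 0.24 at P6 and 0.09 ± 0.41 at P30. Gfap, another intermediate filament gene, varied most between cells, with -2.51 ± 3.10 at P6 and -1.03 ± 1.96 at P30. Aldh1l1 was the 1 gene of the 8 with the higher mean at P6, at -0.29 ± 0.92 at P6 and -1.05 ± 1.05 at P30. Ratios give no level, so the high expression itself was read from raw values where the probe sets of Table S5 used here gave them. Sox2, a transcription factor of astroglia and stem cells, had a raw value of 4996 ± 799 at P6 and 6151 ± 755 at P30, and the chondroitin sulfate proteoglycan gene Bcan had 4911 ± 1551 at P6 and 5886 ± 1704 at P30. Of the 20 astroglial marker genes of a fixed list, 3 had raw values. Sparcl1, a matrix protein, had 5520 ± 587 at P6 and 8816 ± 2134 at P30, Gja1, of gap junctions, had 201 ± 198 at P6 and 2793 ± 1988 at P30 for 1 of 2 probe sets, and Ntsr2, a neurotensin receptor, was flagged absent in 4 of 5 P6 cells, at 10.8 to 160.2, with 4959 in P6 replicate 2 and 5738 to 9868 in the P30 cells. Over the 20 genes the median difference was -0.46 (percentile 0.540 among random lists of the same size and spread), with 4 genes over 3-fold higher at P30 and none at P6.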

Expression profiles of all the Bergmann glia demonstrated high levels of expression of known astrocyte-specific genes [23], consistent with their long-held classification as specialized astroglia (Fig. 2). In contrast, the expression of several genes considered to be markers for neurons, oligodendrocytes or microglia [23] was low or absent (Fig. 2), confirming that the samples were indeed free from contaminating mRNAs from other cell types.

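Of the 13 neuronal, oligodendrocyte and microglial genes of Fig. 2, Syt1 alone had all 5 cells of one age apart from the other, where chance gives 0.794% of genes. The median log2 difference P6 minus P30 was -0.04 over 7 neuronal genes and -0.26 over 6 genes of the other glia. A separate list of 12 oligodendrocyte markers was at -0.50 (percentile 1.82 of random lists), with 10 genes higher at P30. Lists of neuronal and of microglial markers lay inside the range of random lists. Syt1, a synaptotagmin, had a log2 ratio of -0.14 ± 0.24 at P6 and -1.06 ± 0.35 at P30 (SD, n = 5 cells each). Calb1, a Purkinje neuron gene, had 0.36 ± 1.20 at P6 and 0.07 ± 1.22 at P30, and the microglial gene Aif1 had -0.05 ± 1.13 at P6 and -0.40 ± 1.50 at P30. Mbp, a component of myelin, had -1.23 ± 1.72 at P6 and 0.41 ± 2.60 at P30, and Mog, also of myelin, 0.01 ± 0.27 at P6 and 0.42 ± 0.47 at P30. A raw value was available for the neuronal tubulin Tubb3, which had 173 ± 274 at P6 and 129 ± 87.3 at P30 and was flagged present in 1 P6 cell and no P30 cell. The microglial gene Coro1a, which encodes an actin-binding protein, had 131 ± 83.5 at P6 and 705 ± 1281 at P30 and was flagged present in 1 P30 cell. Snap25, a neuronal SNARE gene chosen after its values were seen, had raw values of 584 in P6 replicate 5, 1105 in P30 replicate 4 and 1566 in P30 replicate 5 and under 200 in the other 7 cells, and was flagged present in these 3 cells and in P6 replicates 1 (56.4) and 4 (197). Within each age, every cell was also set against the median of the other 4 cells for lists of marker genes. General neuronal markers (13 genes) were higher by a median of 1.60 in P6 replicate 5, at percentile 99.9 of random lists, and by 0.55 in P30 replicate 5, at percentile 94.7. Purkinje neuron markers (8 genes) were higher by 2.07 and granule neuron markers (9 genes) by 1.29 in P30 replicate 5, and granule neuron markers were higher by 0.78 in P30 replicate 4. Oligodendrocyte markers (12 genes) were higher by 0.52 in P30 replicate 4, and microglial markers (12 genes) by 0.67 in P6 replicate 3. Endothelial and pericyte markers (9 genes), which Fig. 2 does not include, were higher by 4.21 in P30 replicate 5. The lists share genes with Fig. 2, and from the levels of these genes the paper concludes that the samples held no mRNA from other cell types. The paper also screened each cDNA by PCR and Southern blot. It kept cells with all tested astroglial markers and none of the tested neuronal ones. Those assays were not analysed here.

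**Figure D1:**
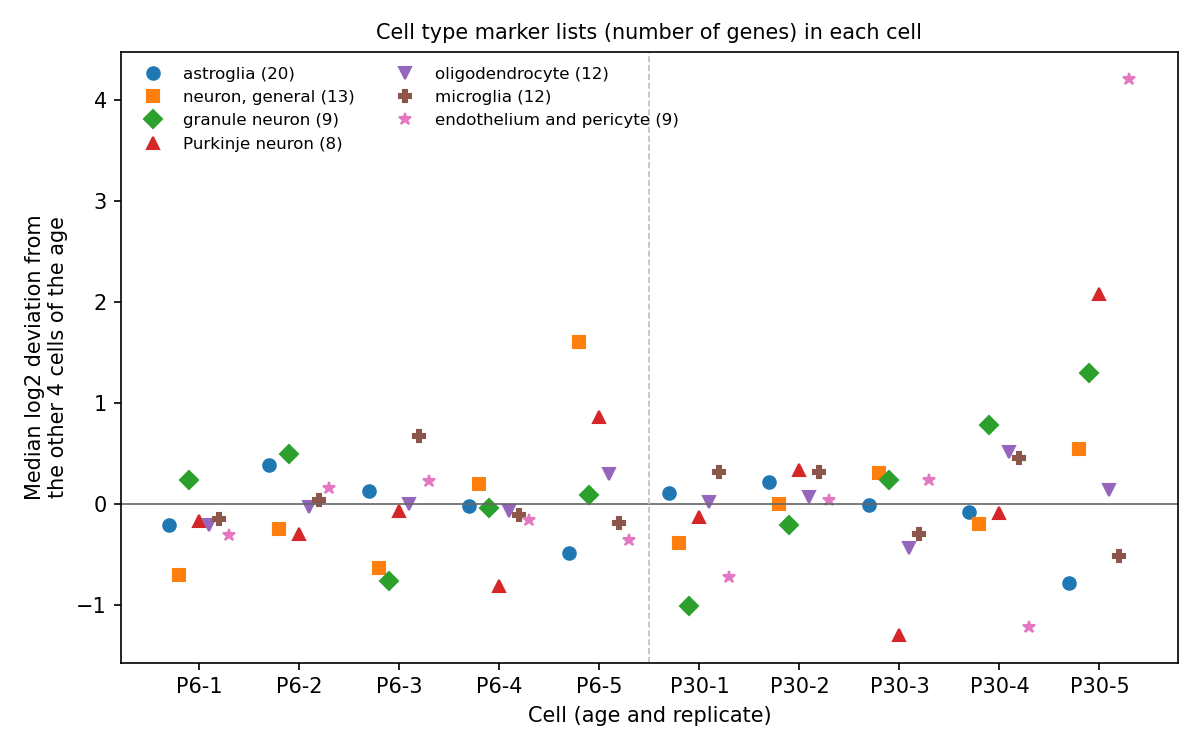
Median log2 deviation of each list of marker genes (y axis) from the median of the other 4 cells of the same age, for each of the 10 cells (x axis, dashed line between ages). The endothelial and pericyte list stands at 4.21 in P30 replicate 5, and the general neuronal list at 1.60 in P6 replicate 5.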

**Figure 2:**
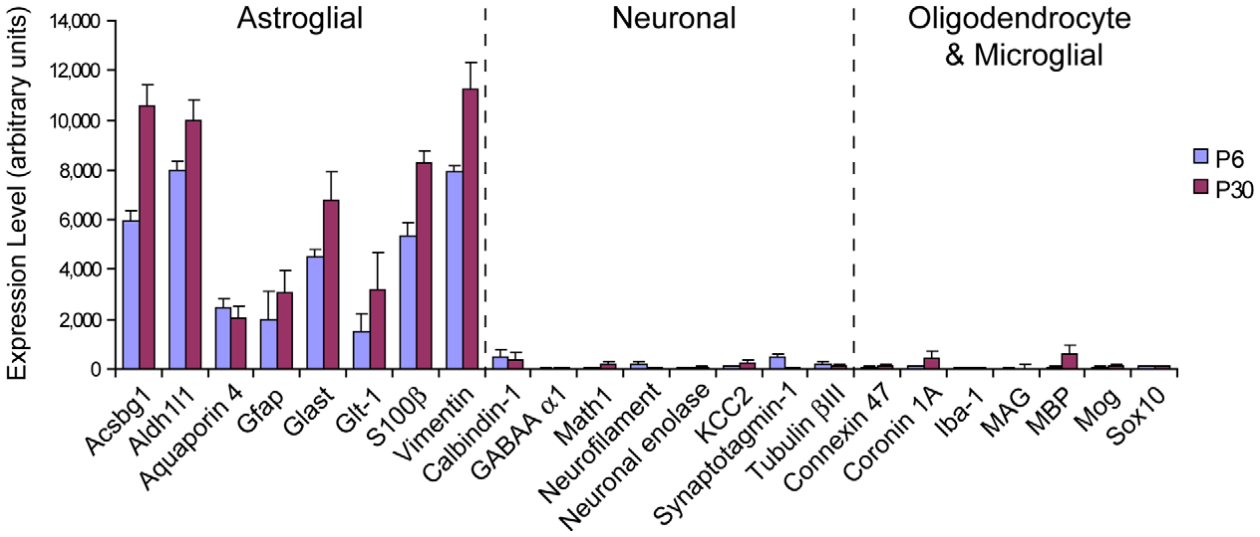
Expression profiles of cell type control genes confirm purity of Bergmann glial cDNA generated by single cell RT-PCR. Mean expression levels of well established markers for astroglia, neurons, oligodendrocytes and microglia were analyzed in the transcriptional profiles of ten Bergmann glia (five each from P6 and P30) using GeneSpring GX 7.3 software. For genes represented by multiple probe sets, the averaged expression of all probe sets were used. Astroglial genes were robustly expressed whereas markers of other cell types were absent or extremely low, confirming the astroglial identity of Bergmann glia and the absence of contaminating mRNAs from other cell types during cell harvesting. Error bars represent ± SEM.

To determine the level of heterogeneity between samples of the same and different ages, we performed two analyses. Pair-wise comparisons of all individual samples showed that cells from the same age are more similar than between ages (same age: mean correlation coefficient = 0.8 for P6, 0.82 for P30; between ages: mean correlation coefficient = 0.66; representative samples shown in Fig. 3A). 

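Raw values for pairs of cells could be compared over the 1749 complete probe sets of Table S5 used here. Pearson's r across these probe sets averaged 0.809 over the 10 pairs of P6 cells (0.764 to 0.846) and 0.711 over the 10 pairs of P30 cells (0.641 to 0.808). Between ages it averaged 0.662 over 25 pairs (0.591 to 0.763). Probe sets are not independent replicates, and pairs that share a cell are not independent, so no test was made. P30 replicate 5 had the highest r with every P6 cell among the P30 cells, from 0.716 to 0.763, and P30 replicate 1 with P30 replicate 5 was the closest pair of P30 cells. Over all 43608 complete probe sets, where only ratios were available, the root mean square log2 difference averaged 2.21 within P6, 2.28 within P30 and 2.40 between ages. Each of the 10 cells had a cell of its own age as its nearest cell by this measure. From these correlations, set beside those between cells of a glioblastoma line, the paper proposes that cells of one age and location are rather homogeneous.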

The similarity between cells of the same age is comparable to that reported between individual cells of a glioblastoma cell line (mean correlation coefficient = 0.86; [25], using very similar techniques, suggesting that Bergmann glia from a particular age and sagittal location (vermis) are quite homogeneous. The similarity between the two ages (mean correlation coefficient = 0.66) is significantly higher than for disparate cell types (for example, olfactory epithelium neurons vs. heart cells, mean correlation coefficient = 0.42; [25], as expected for cells of the same type. Unsupervised hierarchical clustering of the samples indicated that cells were more distinct between ages than within each age (Fig. 3B). 

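Average linkage on the root mean square log2 difference over the 43608 complete probe sets placed 10 of 10 cells in the branch of their own age. P6 replicates 1 and 5 joined first, at a log2 difference of 2.11, followed by P6 replicates 3 and 4 at 2.16, and P6 replicate 2 joined the other P6 cells last, at 2.29. Among P30 cells, replicates 1 and 5 joined at 2.17, then replicate 3 at 2.22, replicate 2 at 2.28 and replicate 4 at 2.34. The branches of both ages met at 2.40, so that the step between ages was small beside the distance between any pair of cells. With linear ratios in place of log2 ratios, 6 of 10 cells fell in the branch of their age.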

Taken as a whole, these results affirm the cell-type specificity and reproducibility of single cell expression profiling, and the validity of comparisons between ages.

**Figure 3:**
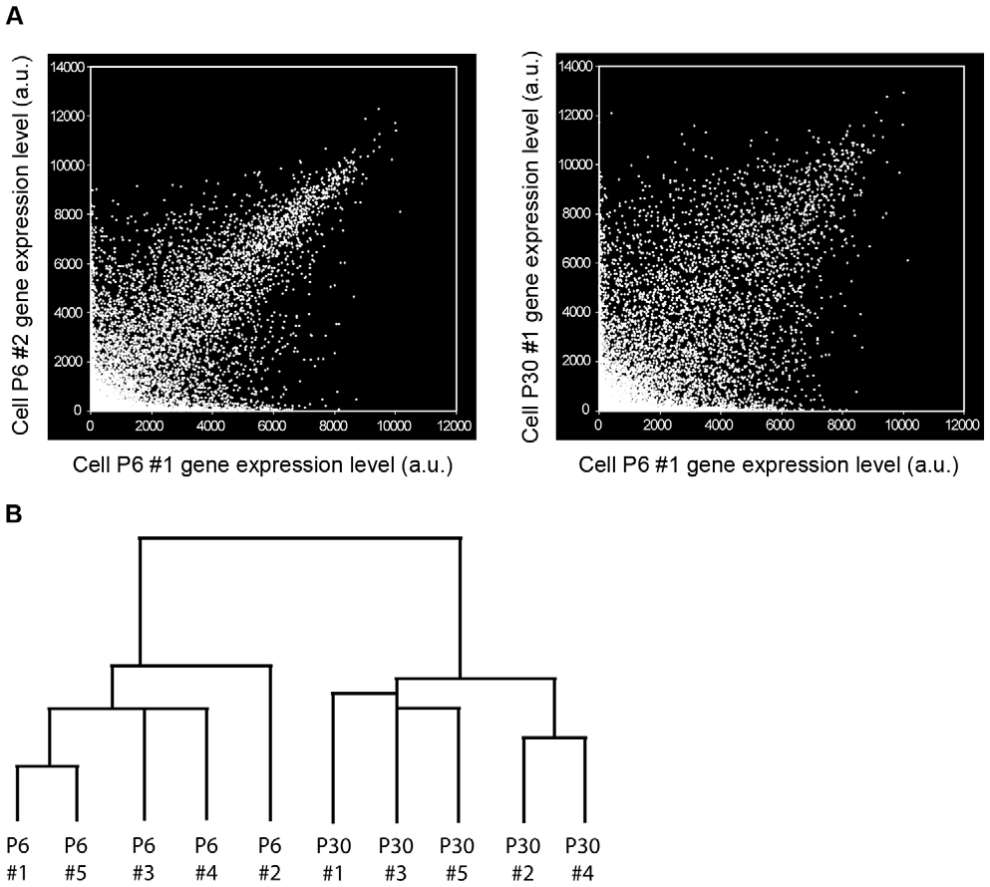
Single cell RT-PCR of individual Bergmann glia is sufficiently accurate for comparison of expression profiles by age. **A**, Scatter plots of raw gene expression level compared between two cells from the same age (P6-1 vs. P6-2; left panel) and between ages (P6-1 vs. P30-1; right panel) (a.u.: arbitrary units). The samples from the same age show high similarity (mean within-age correlation coefficient = 0.81), which is comparable to what is reported between individual cells of a glioblastoma cell line (0.86) [25]. The high level of concordance between samples of the same age increases the reliability of comparisons between ages. Samples of different ages are significantly more divergent (mean P6 vs. P30 correlation coefficient = 0.66). **B**, Dendrogram and sample clustering of individual Bergmann glia. Unsupervised hierarchical clustering based on overall gene expression profiles reveals two distinct clusters corresponding to the two ages, P6 and P30. This suggests that the samples from the two ages do indeed represent two statistically distinct populations suitable for valid comparison.

### Identification of Genes that Are Developmentally Regulated in Bergmann Glia

Genes expressed differentially between P6 and P30 were identified using two criteria: those with a greater than 3-fold difference in normalized expression between ages, and those that were flagged “present” at one age and “absent” at the other. In total, 435 genes were found to fit the criteria for P6>P30 expression (Table S1), and 137 fit the criteria for P30>P6 expression (Table S2). Of these, the top twenty most differentially expressed probe sets determined using the two approaches are shown in Tables 1 and 2 for P6>P30 and in Tables 3 and 4 for P30>P6. 

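Of the probe sets with complete values, 4827 of 43608 (11.1%) were more than 3-fold higher at P6 and 2878 (6.60%) more than 3-fold higher at P30 by the difference of mean log2 ratios. This is a count by size alone, without the authors' flag criteria or ANOVA step, and so holds many more probe sets than the lists of the paper. Among the 7705, 62.6% were higher at P6. That share was 54.3% with median scaling, 76.1% with scaling to the hybridisation spikes and 43.7% with scaling to the probe sets of Table S5 called present in at least 8 of 10 cells, so that which age had more such probe sets depends on the scaling. The 1013 probe sets with values in P30 cells only have no value at P6 to compare, so that the count and the share leave out any of them that were higher at P30. At P6, 1250 of the 4827 had at least 1 P30 cell at the floor, and at P30, 189 of the 2878 had a P6 cell at the floor. In terms of genes, 1683 of 17919 were over 3-fold higher at P6 and 883 at P30. Within Table S5, where a raw value over 100 in at least 4 of 5 cells of the higher age could also be asked for, 266 of 1749 probe sets were higher at P6 and 88 at P30. Of 238 probe sets there that were flagged absent in all 10 cells, 9 (3.78%) exceeded 3-fold.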

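The 12 genes with the largest difference among those over 3-fold higher at P6, with all 5 P6 cells above all 5 P30 cells, were 1700086L19Rik, Cdo1, Cyp26b1, Rlbp1, Timmdc1, Il33, Septin9, Mfap4, Rps28, Cyb5r4, Pdgfc and AU020206. Cdo1, a cysteine dioxygenase, was at least 105-fold higher at P6, with all 5 P30 cells at the floor, and Rlbp1, a retinaldehyde-binding protein, was at least 91.0-fold higher at P6. Il33, an interleukin, was at least 81.2-fold higher at P6 and had a raw value of 5040 ± 2966 at P6 and 25.3 ± 24.5 at P30. Septin9, a cytoskeletal GTPase, was at least 80.8-fold higher at P6 and had a raw value of 2142 ± 418 at P6 and 25.9 ± 11.2 at P30. Il33 and Septin9 were flagged present in 5 of 5 P6 cells and in no P30 cell. With a floor of 0.1 in place of 0.01, set after seeing the data, the log2 differences of these 12 genes lay between 2.99 and 3.71 in place of 5.83 to 6.75. The 12 genes with the largest difference at P30 were 1700047M11Rik, Nbl1, Ttpa, Aldh1a1, Lgi4, Fah, Anxa5, Lpin1, Amy1, Fam107a, Eva1a and Gpr89. 1700047M11Rik was 831-fold higher at P30 and ranged from 8.97 to 9.86 in the P30 cells on the log2 scale. Its fold depended on the divisor. With the median of all 10 cells as divisor and the floor set after that, chosen after seeing the values, it was 293, with 5 P6 cells at the floor. Ttpa, the tocopherol transfer protein, was 141-fold higher at P30. Fah, an enzyme of tyrosine breakdown, was 65.9-fold higher at P30 and had a raw value of 76.6 ± 96.0 at P6 and 4834 ± 3438 at P30. Fah was flagged present in 5 P30 cells and in 1 P6 cell, so that its fold is set mostly against values not called present. Aldh1a1, a retinaldehyde dehydrogenase, was 138-fold higher at P30, with a raw value of 7.29 ± 5.23 at P6 and 3932 ± 3872 at P30. Its P30 cells spread over 0.72 to 8.90. It was flagged present in 3 P30 cells and in no P6 cell, so that its fold is set against values not called present. All 20 probe sets of Table 1 were over 3-fold higher at P6, with a median log2 difference of 6.29, as were all 20 of Table 2 (6.34). All 18 probe sets of Table 3 used here were over 3-fold higher at P30 (median -6.75), as were all 20 of Table 4 (-6.11). All P6 and P30 cells were apart in each of these 78 entries except Traf1, for which chance alone gives 0.397% per probe set and direction. The paper chose these probe sets on the same cells, so that their direction is not independent evidence. Some listed genes had probe sets that differed among themselves, as for Ank2, where 1 probe set was 441-fold and the mean over 6 was 7.50-fold higher at P30.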

Genes in all tables were categorized and annotated based on functional information obtained in online databases and/or previous studies.

**Table 1:** Top 20 probe-sets showing largest fold-difference in expression (P6>P30).

Probe ID	Gene Symbol	Fold Change	Description	Functional Classification
1448182_a_at	Cd24a	317.5	CD24a antigen	cell cycle regulation
1456010_x_at	Hes5	264.3	hairy and enhancer of split 5 (Drosophila)	regulation of transcription
1416200_at	Il33	248.6	interleukin 33	cytokine signaling
1435612_at	Opcml	233	opioid binding protein/cell adhesion molecule-like	cell adhesion or repulsion
1454778_x_at	Rps28	200.7	Ribosomal protein S28, mRNA	component of ribosome
1421100_a_at	Dab1	181.8	disabled homolog 1 (Drosophila)	regulation of cell adhesion
1455085_at	1700086L19Rik	177.9	RIKEN cDNA 1700086L19 gene	function unknown
1448842_at	Cdo1	170.9	cysteine dioxygenase 1, cytosolic	metabolic functions
1415945_at	Mcm5	164.7	minichromosome maintenance deficient 5	cell cycle regulation
1436808_x_at	Mcm5	156.2	minichromosome maintenance deficient 5	cell cycle regulation
1419123_a_at	Pdgfc	143.6	platelet-derived growth factor C	growth factor signaling
1429372_at	Sox11	140.7	SRY-box containing gene 11	regulation of transcription
1418310_a_at	Rlbp1	140	retinaldehyde binding protein 1	transporter activity
1436505_at	Ppig	137	peptidyl-prolyl isomerase G (cyclophilin G)	protein folding
1460011_at	Cyp26b1	135.1	cytochrome P450, family 26, b1	morphogenesis/patterning
1426307_at	Cyb5r4	129.2	cytochrome b5 reductase 4	metabolic functions
1424010_at	Mfap4	121.3	microfibrillar-associated protein 4	cell adhesion or repulsion
1423763_x_at	Rps28	117.7	Ribosomal protein S28, mRNA	component of ribosome
1428466_at	Chd3	114.9	chromodomain helicase DNA binding protein 3	chromatin remodeling
1425052_at	Isoc1	107.8	isochorismatase domain containing 1	metabolic functions

**Table 2:** Top 20 probe-sets present at P6 and absent at P30 (ranked by P values).

Probe ID	Gene Symbol	P value	Description	Functional classification
1448842_at	Cdo1	5.28E-06	cysteine dioxygenase 1, cytosolic	metabolic functions
1454778_x_at	Rps28	2.89E-05	Ribosomal protein S28, mRNA	component of ribosome
1448182_a_at	Cd24a	6.02E-05	CD24a antigen	cell cycle regulation
1433928_a_at	Rpl13a	6.02E-05	ribosomal protein L13a	component of ribosome
1435612_at	Opcml	0.0001	opioid binding protein/cell adhesion molecule-like	cell adhesion or repulsion
1460011_at	Cyp26b1	0.00012	cytochrome P450, family 26, b1	morphogenesis/patterning
1418310_a_at	Rlbp1	0.00012	retinaldehyde binding protein 1	transporter activity
1455085_at	1700086L19Rik	0.00012	RIKEN cDNA 1700086L19 gene	function unknown
1433935_at	AU020206	0.00016	expressed sequence AU020206	function unknown
1419123_a_at	Pdgfc	0.00016	platelet-derived growth factor C	growth factor signaling
1449013_at	Eef2k	0.00016	eukaryotic elongation factor-2 kinase	protein biosynthesis
1452499_a_at	Kif2a	0.00021	kinesin family member 2A	microtubule based motor
1454867_at	Mn1	0.00025	meningioma 1	cell growth and proliferation
1416200_at	Il33	0.00035	interleukin 33	cytokine signaling
1420329_at	4930455C21Rik	0.00036	RIKEN cDNA 4930455C21 gene	transporter activity
1416107_at	Nsg2	0.00036	neuron specific gene family member 2	intracellular signaling
1417038_at	Sept9	0.00045	septin 9	cell cycle regulation
1421100_a_at	Dab1	0.00053	disabled homolog 1	regulation of cell adhesion
1456010_x_at	Hes5	0.00063	hairy and enhancer of split 5	regulation of transcription
1424275_s_at	Trim41	0.00085	tripartite motif-containing 41	function unknown

**Table 3:** Top 20 probe-sets showing largest fold-difference in expression (P30>P6).

Probe ID	Gene Symbol	Fold change	Description	Functional classification
1438044_at	1700047M11Rik	293.1	RIKEN cDNA 1700047M11 gene	function unknown
1434264_at	Ank2	266.8	ankyrin 2, brain	synapse structure and function
1418288_at	Lpin1	169.8	lipin 1	metabolic functions
1439568_at	Greb1	159.4	gene regulated by estrogen in breast cancer protein	electron transport
1430268_at	9630005C17Rik	154.6	RIKEN cDNA 9630005C17 gene	function unknown
1448428_at	Nbl1	143.3	neuroblastoma, suppression of tumorigenicity 1	cell cycle regulation
1427284_a_at	Ttpa	137.4	tocopherol (alpha) transfer protein	transporter activity
1434121_at	Lgi4	126.1	leucine-rich repeat LGI family, 4	cell-cell interaction
1434265_s_at	Ank2	108.7	ankyrin 2, brain	synapse structure and function
1435436_at	Epas1	101.2	endothelial PAS domain protein 1	regulation of transcription
1436470_at	Rims2	97.07	regulating synaptic membrane exocytosis 2	exocytosis
1456642_x_at	S100a10	95.89	S100 calcium binding protein A10 (calpactin)	intracellular signaling
1421841_at	Fgfr3	95.79	fibroblast growth factor receptor 3	growth factor signaling
1456523_at	C77713	95.74	expressed sequence C77713	function unknown
1416762_at	S100a10	85.57	S100 calcium binding protein A10 (calpactin)	intracellular signaling
1451718_at	Plp1	80.05	proteolipid protein (myelin) 1	myelin-associated
1438193_at	Nrxn3	72.57	neurexin III	synapse structure and function
1433788_at	Nrxn3	69.35	neurexin III	synapse structure and function
1423602_at	Traf1	67.72	Tnf receptor-associated factor 1	intracellular signaling
1417220_at	Fah	65.95	fumarylacetoacetate hydrolase	hydrolase activity

**Table 4:** Top 20 probe-sets present at P30 and absent at P6 (ranked by P values).

Probe ID	Gene Symbol	P value	Description	Functional classification
1434265_s_at	Ank2	3.60E-06	ankyrin 2, brain	synapse structure and function
1434264_at	Ank2	3.60E-06	ankyrin 2, brain	synapse structure and function
1438044_at	1700047M11Rik	7.65E-05	RIKEN cDNA 1700047M11 gene	function unknown
1436173_at	Dlc1	0.00087	Deleted in liver cancer 1 (Dlc-1)	intracellular signaling
1451784_x_at	H2-D1	0.00087	histocompatibility 2, D region locus 1	MHC class I receptor
1439568_at	Greb1	0.00087	gene regulated by estrogen in breast cancer protein	electron transport
1423523_at	Aass	0.0011	aminoadipate-semialdehyde synthase	metabolic functions
1438193_at	Nrxn3	0.0011	neurexin III	synapse structure and function
1420709_s_at	Dao1	0.0011	D-amino acid oxidase 1	D-amino acid pathway
1425545_x_at	H2-D1	0.00151	histocompatibility 2, D region locus 1	MHC class I receptor
1436205_at	Nfasc	0.00186	neurofascin	synapse structure and function
1417220_at	Fah	0.00186	fumarylacetoacetate hydrolase	hydrolase activity
1425567_a_at	Anxa5	0.00189	annexin A5	intracellular signaling
1434121_at	Lgi4	0.00191	leucine-rich repeat LGI family, 4	intracellular signaling
1417629_at	Prodh	0.00194	proline dehydrogenase	metabolic functions
1420545_a_at	Chn1	0.00346	chimerin (chimaerin) 1	intracellular signaling
1427284_a_at	Ttpa	0.00346	tocopherol (alpha) transfer protein	ion transport
1436470_at	Rims2	0.00346	regulating synaptic membrane exocytosis 2	exocytosis
1418288_at	Lpin1	0.00346	lipin 1	metabolic functions
1421841_at	Fgfr3	0.00346	fibroblast growth factor receptor 3	growth factor signaling

We found that the set of genes expressed more highly at P6 is enriched in molecules known or predicted to be involved in cell growth and/or proliferation, cell cycle regulation, protein biosynthesis and other metabolic pathways, RNA processing and transport, and transcriptional regulation (including a large number of transcription factors) (Table S1). This suggests that at P6 Bergmann glia are in a state of active metabolism and growth, and some of them may potentially still be undergoing proliferation. 

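Several lists of genes were higher at P6. Splicing factors had a median log2 difference P6 minus P30 of 0.97, above all 10000 random lists of the same size and spread, with 47 of 49 higher at P6 and 18 of them over 3-fold. Hnrnpll, which regulates alternative splicing, was 15.9-fold higher at P6 (values at the floor at both ages). U2af2, the large subunit of the U2 auxiliary factor, was 6.53-fold higher at P6. It was flagged present in 4 of 5 P6 cells and in no P30 cell. Translation factors had a median of 0.47 (percentile 99.7), with 11 of 58 over 3-fold at P6 and 1 at P30. The largest difference there was that of Eef2k, a kinase that phosphorylates elongation factor 2, which was at least 19.3-fold higher at P6. Zinc finger proteins, among them many putative transcription factors, had a median of 0.29, inside the central 95% of random lists (percentile 96.8), with 36 of 302 over 3-fold at P6 and 13 at P30, and median scaling moved their median to 0.13. Zfp704 was at least 38.4-fold higher at P6 and Zfp560 at least 25.5-fold higher at P6. Among metabolic genes, those of cholesterol synthesis had a median of 0.95 (percentile 99.9), and Nsdhl was 9.00-fold higher at P6, Stard4 5.02-fold higher at P6 and Fdps at least 4.33-fold higher at P6. Nsdhl was flagged present in 5 P6 cells and in 1 P30 cell, so that its fold is set mostly against values not called present. Genes of oxidative phosphorylation had a median of 0.28, also above all random lists. Only 4 of 80 exceeded 3-fold at P6, among them Cox6a1 at 9.87-fold and Ndufa1 at 6.98-fold. In the other direction 1 gene exceeded 3-fold, Cox7b2, at a log2 difference P6 minus P30 of -4.61. With scaling to the probe sets of Table S5 called present, the medians came to -0.05 for zinc finger proteins and -0.06 for oxidative phosphorylation. That of translation factors came to 0.13, within their spread between cells of 0.18. Those of splicing factors (0.63) and cholesterol synthesis (0.61) stayed above their spread. The random lists were not chosen by expression. Without this scaling, each median exceeded the spread between cells except that of oxidative phosphorylation, which was 0.43 without P30 replicate 1 and 0.19 without P30 replicate 5.

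**Figure D2:**
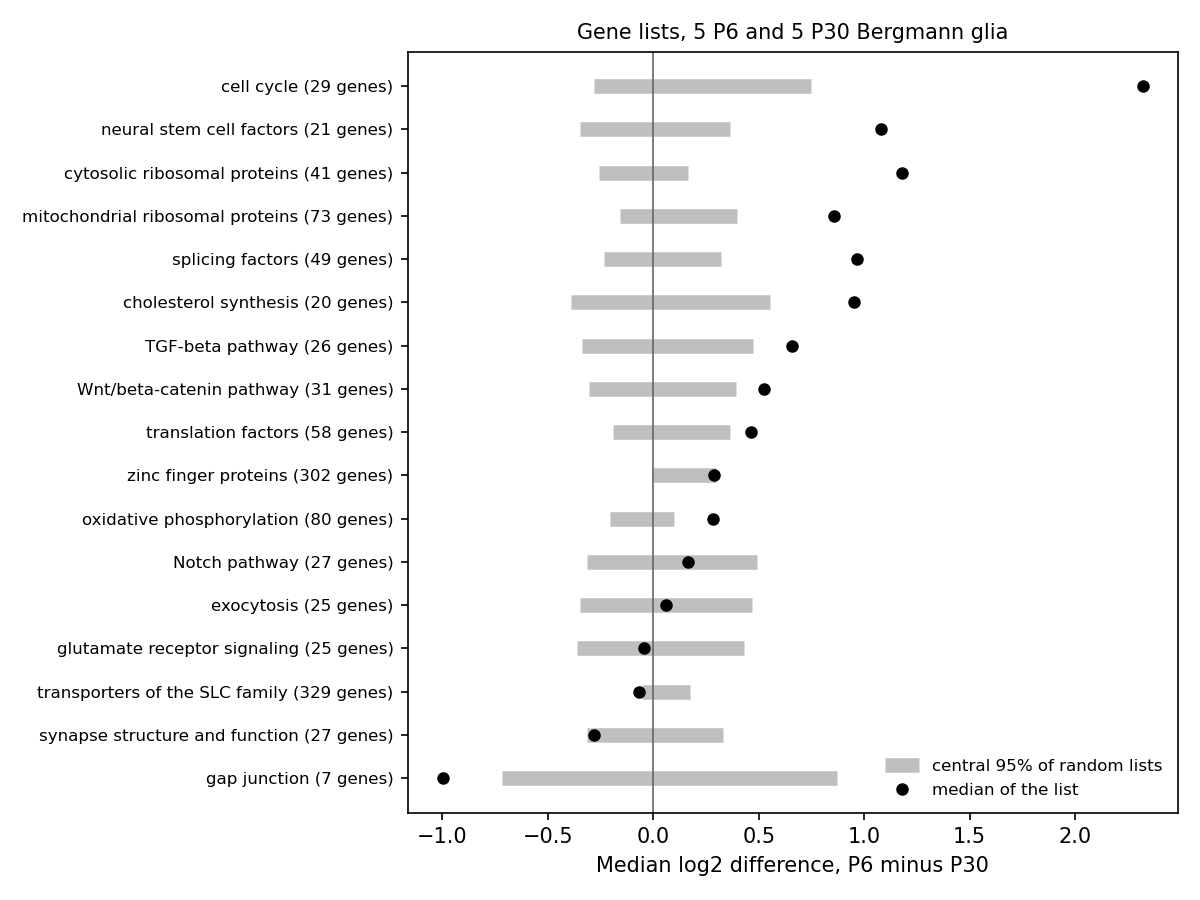
Median log2 difference P6 minus P30 (x axis, positive where P6 is higher) for each gene list (y axis, with its number of genes), as black points over 5 cells per age. Grey bars give the central 95% of 10000 random lists of the same size and spread, and the cell cycle list lies farthest to the right at 2.32.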

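Genes of the cell cycle were higher at P6, with a median log2 difference of 2.32 over 29 genes, above all random lists. Of these, 28 were higher at P6, 19 of them over 3-fold, and none was over 3-fold higher at P30. Ccnb2, a cyclin of the G2 to M step, was at least 33.4-fold higher at P6. Cks1b, a subunit of cyclin-dependent kinases, was at least 19.0-fold higher at P6 and Cdk4 at least 13.2-fold higher at P6. Mcm5, part of the replicative helicase, was at least 13.2-fold higher at P6, and its probe set in Table S5 had a raw value of 3899 ± 2143 at P6 and 86.0 ± 167 at P30. Ccnd1, a cyclin of the G1 step, was at least 12.3-fold higher at P6. All 5 P6 cells lay above all 5 P30 cells for 4 of the 29 genes, where chance gives 0.397% of genes. The exception among the 29 was Tyms, a thymidylate synthase, at a log2 difference of -0.02. The 5 P6 cells were not alike, as the median log2 ratio of the list was 1.36 in P6 replicate 5 and between -0.50 and -0.07 in the other 4. P6 replicate 5 was also the cell with higher neuronal markers. Without it the median difference was 1.61.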

The higher expression levels of ribosomal genes is also indicative of cells in a state of growth [29], [30], consistent with the postnatal extension and elaboration of Bergmann glial processes.

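Genes of cytosolic ribosomal proteins had a median log2 difference P6 minus P30 of 1.18 over 41 genes, above all random lists, and 35 were higher at P6. Over 3-fold were 15 at P6 and 1 at P30. All 5 P6 cells lay above all 5 P30 cells for 15 of them, with none the other way, where chance gives 0.794% over both directions. Rps28, a protein of the small subunit, was at least 74.1-fold higher at P6 over 3 probe sets, Rpl12 at least 26.7-fold higher at P6, Rpl14 18.3-fold higher at P6 (values at the floor at both ages) and Rps10 at least 13.8-fold higher at P6. Rpl13a, which Table 2 lists, was at least 6.64-fold higher at P6, but its 4 probe sets ranged from a log2 difference of 0.34 to 6.09. Without probe sets that can bind several transcripts the median of the list was 0.84. Genes of mitochondrial ribosomal proteins had a median of 0.86 over 73 genes, also above all random lists, with 16 over 3-fold at P6 and 2 at P30. Mrps27 was 17.9-fold higher at P6 and Mrpl4 9.26-fold higher at P6. Mrpl4 was flagged present in 5 P6 cells and in 1 P30 cell, so that its fold is set mostly against values not called present. The random lists were not matched on the length of genes. Among probe sets called present, 25 of other genes spanning under 2 kb had a median of 1.34, and 829 of longer genes 0.36. Over all 602 other genes of that span it was -0.03. Loss of short transcripts from the P30 cDNA therefore stays open for these lists. From the ribosomal and metabolic genes the paper proposes that P6 Bergmann glia are in a state of growth.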

On the other hand, the genes enriched at P30 include a different set of functional categories, namely molecules known or predicted to be involved in maintaining synapse structure and function, regulating exocytosis, forming gap junctions, and mediating molecular transport (including ion, protein, and carbohydrate transporters) (Table S2). This result suggests that a key role of Bergmann glia in the adult cerebellum is to support/modulate synaptic function, and identifies some potential molecular players that may mediate this role. 

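Of the categories named for P30, gap junction genes were higher at P30, with a median log2 difference P6 minus P30 of -0.996 over 7 genes (percentile 0.340 of random lists). Gjb6, which encodes connexin 30, had a log2 ratio of 0.08 ± 0.49 at P6 and 4.65 ± 1.66 at P30 (SD, n = 5 cells each) and was 23.8-fold higher at P30. Gja1, which encodes connexin 43, had -0.23 ± 0.84 at P6 and 2.94 ± 1.28 at P30, and its 2 probe sets in Table S5 had raw values of 201 ± 198 at P6 and 2793 ± 1988 at P30, and of 237 ± 48.3 at P6 and 429.9 ± 128 at P30. Both genes separated all P30 cells from all P6 cells. The other 5 genes of the list stayed within 3-fold, and without P30 replicate 1 the median was -0.26. Among 329 transporters of the SLC family, 26 were over 3-fold higher at P30 and 25 at P6. Their median of -0.07 (percentile 1.39) ranged from -0.18 to -0.02 with each cell left out in turn and turned to 0.21 with scaling to the spikes. Slc14a1, a urea transporter, was 12.6-fold higher at P30 and Slc16a6, of the monocarboxylate transporter family, 10.2-fold higher at P30, whereas Slc7a5, a transporter of large neutral amino acids, was at least 9.77-fold higher at P6.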

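Genes of synapse structure and function had a median log2 difference P6 minus P30 of -0.28 over 27 genes (percentile 4.49 of random lists), which was 0.00 with scaling to the spikes. Of these, 4 were over 3-fold higher at P30 and 2 over 3-fold higher at P6. Ank2, a scaffold that anchors membrane proteins to the cytoskeleton, had a log2 ratio of -0.61 ± 0.20 at P6 and 2.30 ± 0.32 at P30, and Nfasc, a cell adhesion molecule of the immunoglobulin family, had 0.37 ± 1.44 at P6 and 3.09 ± 0.58 at P30. All P30 cells lay above all P6 cells for both. In the other direction, the glutamate receptor subunit Gria3 had -0.28 ± 1.89 at P6 and -4.05 ± 0.36 at P30, with all P6 cells above all P30 cells, and Cacng4, an auxiliary subunit of AMPA receptors, was 9.97-fold higher at P6 (values at the floor at both ages). The P30 genes among them lead the paper to propose that adult Bergmann glia support synaptic function.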

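Table 5 lists genes with different expression between ages for which the authors found no earlier report in astroglia, and 30 of its genes could be paired with probe sets here. Of these, 21 were over 3-fold higher at P6, 6 over 3-fold higher at P30 and 3 within 3-fold when all probe sets of a gene were averaged. The 3 within 3-fold were Atxn2, Asxl1 and Zfp651, all higher at P6, with log2 differences of 1.36, 1.58 and 1.00. Nnat, a proteolipid of the developing brain, had a log2 ratio of -0.19 ± 0.56 at P6 and -4.62 ± 1.29 at P30 and was 21.6-fold higher at P6. Hs6st1, a heparan sulfate sulfotransferase, was 9.30-fold higher at P6 and Hap1, a huntingtin-associated protein, 16.3-fold higher at P6. Chn1, a Rac GTPase-activating protein, was 5.41-fold higher at P30. The 30 genes were chosen by the paper on these cells, so that their direction is not independent evidence.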

Interestingly, many of the differentially expressed genes in both sets (P6>P30 and P30>P6) have not previously been reported to be present in astroglial cells (Table 5), based on a search of the literature and exclusion of astrocyte-enriched genes listed by Cahoy and colleagues [23]. Further study of these genes, some of which are discussed below, may provide new insight into molecular mechanisms underlying Bergmann glial functions.

**Table 5:** Differentially expressed (P6 vs. P30) genes in Bergmann glia not previously known to be present in astroglia.

Gene Symbol	Description	Functional Classification	Age
Hs6st1	heparan sulfate 6-O-sulfotransferase 1	cell adhesion or guidance	P6
Sema6a	semaphorin 6A	cell adhesion or guidance	P6
Cd24a	CD24a antigen	cell cycle regulation	P6
Atxn2	ataxin 2	cell growth and/or proliferation	P6
Asxl1	additional sex combs like 1 (Drosophila)	chromatin remodeling	P6
Nnat	neuronatin	function unknown	P6
Neurl2	neuralized-like 2	intracellular signaling (notch)	P6
Shroom3	shroom family member 3	morphogenesis/pattern formation	P6
Shfm1	split hand/foot malformation (ectrodactyly) type 1	protein processing	P6
Adamts12	a disintegrin-like metallopeptidase, thrombospondin 1 motif, 12	proteolysis and/or cell-ECM interaction	P6
Solh	small optic lobes homolog	proteolysis and/or cell-ECM interaction	P6
Bmi1	Bmi1 polycomb ring finger oncogene	regulation of transcription	P6
Myef2	myelin basic protein expression factor 2, repressor	regulation of transcription	P6
Zfp131	zinc finger protein 131	regulation of transcription	P6
Zfp260	zinc finger protein 260	regulation of transcription	P6
Zfp414	zinc finger protein 414	regulation of transcription	P6
Zfp532	zinc finger protein 532	regulation of transcription	P6
Zfp560	zinc finger protein 560	regulation of transcription	P6
Zfp651	zinc finger protein 651	regulation of transcription	P6
Zfp704	zinc finger protein 704	regulation of transcription	P6
Cyp26b1	cytochrome P450, family 26, subfamily b, polypeptide 1	retinoic acid signaling	P6
Smn1	survival motor neuron 1	RNA synthesis or processing	P6
Snapap	SNAP-associated protein	vesicle exocytosis	P6
Syt16	synaptotagmin XVI	vesicle exocytosis	P6
Hap1	huntingtin-associated protein 1	vesicle transport	P6
Dlc1	Deleted in liver cancer 1 (Dlc-1)	cell adhesion or repulsion	P30
Gpr89	G protein-coupled receptor 89	GPCR signaling	P30
Chn1	chimerin (chimaerin) 1	intracellular signaling	P30
Plp1	proteolipid protein (myelin) 1	myelin-associated	P30
Nfasc	neurofascin	synapse structure and function	P30
Nrxn3	neurexin III	synapse structure and function	P30
Rims2	regulating synaptic membrane exocytosis 2	transporter activity/exocytosis	P30

In addition to individual genes, we also sought to identify signaling and metabolic pathways that are preferentially active in Bergmann glia at P6 or at P30. To do this, we utilized the Ingenuity Pathway Analysis (IPA) tool from Ingenuity Systems, a resource based on a curated list of all canonical signaling and metabolic pathways [31]. IPA analysis of the differentially expressed gene sets in our data identified nine signaling or metabolic pathways statistically enriched at P6 and nine enriched at P30 (Table 6). The pathways enriched at P6 include the Notch, TGF-β and Wnt/β-catenin signaling pathways, which have key developmental roles in cell fate determination, cell growth, proliferation and maturation. 

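Of the pathways named at P6, the TGF-β list had a median log2 difference P6 minus P30 of 0.66 over 26 genes (percentile 99.7 of random lists) and the Wnt/β-catenin list 0.52 over 31 genes (percentile 99.6), or 0.28 without P30 replicate 4. With scaling to probe sets called present, the TGF-β list came to 0.32, above its spread between cells of 0.25. The Wnt/β-catenin list came to 0.19, within its spread of 0.28. The Notch list had a median of 0.16 over 27 genes (percentile 65.6), which lay inside the range of random lists and came to 0.01 with median scaling and -0.17 with scaling to probe sets called present. Its largest differences were in Hes5, Hes1 and Hes6. Hes5 was at least 41.8-fold higher at P6, Hes1 15.1-fold higher at P6 and Hes6 at least 10.9-fold higher at P6. Hey1, of the same list, was 5.91-fold higher at P6 and had a raw value of 1906 ± 235 at P6 and 552 ± 625 at P30. Hey1 was flagged present in 5 P6 cells and in 1 P30 cell, so that its fold is set mostly against values not called present. In the TGF-β list 8 genes were over 3-fold higher at P6 and 2 at P30. The largest difference of the list was that of Nbl1, a secreted antagonist of BMP ligands, which was 173-fold higher at P30. The ligand genes Bmp7 and Tgfb2 were 6.22-fold higher at P6 (values at the floor at both ages) and at least 4.74-fold higher at P6, and Skil, a corepressor of SMAD proteins, was at least 4.69-fold higher at P6. In the Wnt list 8 genes were over 3-fold higher at P6 and 1 at P30. Sox11, a transcription factor, was at least 16.6-fold higher at P6, whereas Sfrp1, a secreted antagonist of Wnt proteins, was at least 4.81-fold higher at P30. A probe set of Sfrp1 had a raw value of 18.4 ± 14.4 at P6 and 349 ± 529 at P30. It was flagged present in no P6 cell and in 1 P30 cell, so that this difference rests mostly on values not called present. The paper's enrichment was computed in IPA on its own gene sets and was not repeated here.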

The Notch pathway has been shown to be important for Bergmann glial specification and maturation [32], [33], [34], but the potential roles of the other pathways we have identified remain untested. At P30, the statistically enriched signaling pathways included the glutamate receptor signaling pathway, underscoring a role for Bergmann glia in synapse function/modulation. 

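A list of 25 genes of glutamate receptor signaling had a median log2 difference P6 minus P30 of -0.04 (percentile 35.8 of random lists), within the spread between cells of 0.21, and its sign changed with the scaling of the arrays. No gene of the list was over 3-fold higher at P30, and Gria3 was the 1 gene over 3-fold higher at P6. Gria2, an AMPA receptor subunit, had the largest difference toward P30, at -0.19 ± 1.62 at P6 and 1.35 ± 1.57 at P30 (SD, n = 5 cells each). Gria4, the subunit reported in Bergmann glia alongside Gria1, had -0.03 ± 1.12 at P6 and 1.18 ± 1.05 at P30. With each cell left out in turn the median of the list ranged from -0.35 to 0.17.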

Unexpectedly, another enriched pathway is the embryonic stem cell pluripotency pathway, a finding that we discuss in greater detail below.

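A list of 27 genes of embryonic stem cell pluripotency signaling held genes that differed in both directions, 5 over 3-fold higher at P30 and 6 at P6. S1pr1, a receptor for sphingosine-1-phosphate, had a log2 ratio of 0.20 ± 0.80 at P6 and 3.53 ± 0.89 at P30 and was 10.1-fold higher at P30. Fgfr3, a fibroblast growth factor receptor, had -0.32 ± 0.78 at P6 and 2.79 ± 0.32 at P30 as the mean of 2 probe sets, of which 1 was 106-fold higher at P30. Both separated all P30 cells from all P6 cells. Pdgfc, a growth factor, was at least 61.0-fold higher at P6 and Id1, an inhibitor of differentiation factors, 5.02-fold higher at P6. The median log2 difference of the list was 0.47 (percentile 97.9 of random lists), toward P6, but it was -0.03 without P30 replicate 2 and without P30 replicate 4, 0.10 without P6 replicate 5, 0.16 without P30 replicate 1 and 0.71 without P30 replicate 3.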

**Table 6:** Signaling and metabolic pathways enriched in Bergmann glia.

Enriched at P6	
Pathway	P-value
Aryl Hydrocarbon Receptor Signaling	2.0E-03
Notch Signaling	5.4E-03
Pantothenate and CoA Biosynthesis	5.5E-03
Cell Cycle: G2/M DNA Damage Checkpoint Regulation	7.9E-03
Glycosphingolipid Biosynthesis - Ganglioseries	1.5E-02
CD27 Signaling in Lymphocytes	2.0E-02
Mitotic Roles of Polo-Like Kinase	2.4E-02
TGF-beta Signaling	2.4E-02
Wnt/beta-catenin Signaling	3.6E-02

We were also surprised to find that at P6 Bergmann glia express a number of genes that have been traditionally thought of as neuron-specific (see Table S3). 

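The 10 genes of Table S3 were all higher at P6, with a median log2 difference P6 minus P30 of 2.01, above all random lists, and 7 of them were over 3-fold higher. Cd24a, a cell surface glycoprotein, had a log2 ratio of 0.05 ± 1.03 at P6 and -5.16 ± 0.43 at P30 (SD, n = 5 cells each). Igfbp2, which binds insulin-like growth factors, had 0.25 ± 0.53 at P6 and -4.41 ± 1.07 at P30. Dab1, an adaptor of reelin signaling, had 0.24 ± 0.83 at P6 and -3.99 ± 1.51 at P30, and Astn1, which takes part in glial-guided migration, had 0.07 ± 1.09 at P6 and -3.96 ± 1.98 at P30. All 5 P6 cells were above all 5 P30 cells for 5 of the 10 genes (chance share 0.397%), and Pafah1b1 differed least, at a log2 difference of 0.67. That is a mean over 5 probe sets, with values at the floor at both ages. The raw values of 1 probe set of Pafah1b1 went the other way, at a mean log2 difference P6 minus P30 of -1.77. P6 replicate 5, the cell with higher general neuronal markers, did not set the direction, as the median without it was 2.27. The study picked these genes from the same cells, which makes their direction no independent evidence.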

While we cannot completely exclude the possibility of contamination by some neuronal mRNAs, our quality control analysis (Fig. 2) argues against this, as does the finding that some of these are also enriched in cortical astrocytes [23]. We therefore believe that these genes are expressed by Bergmann glia in addition to neurons, but that the level of expression in glia may be significantly lower than in neurons, causing them not to have been detected in the glia by other techniques such as *in situ* hybridization. We believe one of the strengths of our analysis is that we have not subtracted out genes thought to be specific to other cell types from our microarray data, and therefore we can detect genes that may be present in multiple cell types, even if they are more abundant in other cells than in Bergmann glia.

### Analysis of Genes Abundantly Expressed in Postnatal Bergmann Glia (P6 and P30) and Identification of Novel Cell-Specific Markers

To gain further insight into the molecular makeup of Bergmann glia in the postnatal cerebellum, we also searched for genes that are expressed at both P6 and P30 at moderate to high levels (raw signal values >2000) (Table S4). 

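Raw values over 2000 in at least 4 of 5 cells of each age were found for 297 of the 1749 complete probe sets of Table S5 used here (17.0%). Of these, 294 were within 3-fold between ages, 2 were higher at P6 and 1 at P30. In Table S4, 509 of the 510 probe sets used here had complete values, and 473 of them (92.9%) were within 3-fold between ages, 26 were higher at P6 and 10 at P30. Ldhb, a lactate dehydrogenase subunit, had a raw value of 7902 ± 736 at P6 and 10567 ± 2340 at P30 (SD, n = 5 cells each), and Pcx, the pyruvate carboxylase gene, had 7231 ± 702 at P6 and 9549 ± 2199 at P30. Both were flagged present in all 10 cells.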

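The astroglial genes in question did not separate the ages. Aqp4, which encodes the water channel of astroglial endfeet, had a log2 ratio of 0.58 ± 0.89 at P6 and 1.24 ± 1.17 at P30 (SD, n = 5 cells each) over 3 probe sets. The probe set of Aldh1l1 in Table S4 had a log2 difference P6 minus P30 of -0.12. The log2 differences of Vim and S100b were -0.19 and -0.45, and P6 and P30 cells overlapped for both.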

As expected, this extensive list includes many astroglial markers such as vimentin, S100β, aquaporin 4 and aldehyde dehydrogenase 1 family, member L1 (*Aldh1L1*) [23]. It also includes genes not previously known to be expressed in astroglia, some of which are listed in Table 7.

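Of the genes of Table 7, 8 could be paired with probe sets here, and 6 of them were within 3-fold between ages. Gpr153, an orphan receptor of the G protein-coupled family, had a log2 ratio of 0.06 ± 0.37 at P6 and 0.43 ± 0.55 at P30 (SD, n = 5 cells each), and Cbx3, which encodes a heterochromatin protein, had -0.47 ± 1.50 at P6 and -0.86 ± 1.17 at P30. Tcfl5, a transcription factor, had -0.36 ± 0.78 at P6 and 0.15 ± 0.28 at P30, and the syntaxin Stx8 had -0.36 ± 1.45 at P6 and 0.24 ± 0.53 at P30. Celsr2, an adhesion receptor of planar cell polarity, was 3.13-fold higher at P6, with all P6 cells above all P30 cells (a log2 difference P6 minus P30 of 1.65, or 1.27 without P30 replicate 4). Gpsm1, a modulator of G protein signaling, was at least 3.37-fold higher at P30, and its P6 cells varied by an SD of 2.58 (a log2 difference P6 minus P30 of -1.75, or -0.67 without P6 replicate 2). Without those cells both were within 3-fold.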

**Table 7:** Genes with abundant Bergmann glial expression (at both P6 and P30) that were not previously known to be present in astroglia.

Gene Symbol	Description	Functional Classification	Age
Cdh22	cadherin 22	cell adhesion or ECM binding	P6, P30
Celsr2	cadherin EGF LAG seven-pass G-type receptor 2	cell adhesion or ECM binding	P6, P30
Cbx3	chromobox homolog 3	chromatin remodeling	P6, P30
Gpr153	G protein-coupled receptor 153	GPCR signaling	P6, P30
Gpsm1	G-protein signalling modulator 1 (AGS3-like, C. elegans)	GPCR signaling	P6, P30
Kcnb1	potassium voltage gated channel, Shab-related subfamily	ion channel or receptor activity	P6, P30
Edf1	endothelial differentiation-related factor 1	regulation of transcription	P6, P30
Tcfl5	transcription factor-like 5 (basic helix-loop-helix)	regulation of transcription	P6, P30
Stx5a	syntaxin 5A	SNARE receptor activity	P6, P30
Stx8	syntaxin 8	SNARE receptor activity	P6, P30
Kcnb1	potassium voltage gated channel, Shab-related subfamily	ion channel or receptor activity	P6, P30
Cbx3	chromobox homolog 3	chromatin remodeling	P6, P30

While examining the set of abundantly expressed genes, we found, surprisingly, that Bergmann glia express mRNA for the myelin protein peripheral myelin protein (Pmp22) and for myelin protein zero-like 1 (*Mpzl1*), which may be important for myelination [35] (Table S4). Furthermore, in the adult, Bergmann glia also express mRNAs for proteolipid protein 1 (*Plp1*), the predominant component of CNS myelin, and leucine-rich repeat LGI family, member 4 (*Lgi4*), which is important for myelination in the PNS [36] (Table S2). These findings were supported by *in situ* hybridization data from the Allen Brain Atlas (Fig. S1): although the strongest expression of *Pmp22* and *Plp1* in the adult is in putative oligodendrocytes (arrows in Fig. S1, top and second row), there is less intense but still significant staining in the Purkinje cell layer (PCL) consistent with expression in Bergmann glia (arrowheads). 

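Pmp22 had a raw value of 5936 ± 1658 at P6 and 8504 ± 1464 at P30 (SD, n = 5 cells each) and was flagged present in all 10 cells. Its log2 ratio was 0.08 ± 0.47 at P6 and 0.44 ± 0.28 at P30, a difference of -0.36 that was within the SD of the P6 cells. Mpzl1 had a log2 ratio of -0.07 ± 0.35 at P6 and 0.30 ± 0.26 at P30 over 2 probe sets, with overlapping cells of both ages. In P30 replicate 5, where the astroglial markers were lower as a list, Mpzl1 stood at -0.14 against 0.34 to 0.50 in the other P30 cells.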

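Lgi4, which encodes a secreted ligand of ADAM22, lies on chromosome 7 from 31058909 to 31070935 of GRCm38.p6. Its 1 probe set had a log2 ratio of 0.32 ± 1.37 at P6 and 7.30 ± 0.52 at P30 (SD, n = 5 cells each) and was 126-fold higher at P30. The P30 cells lay between 6.77 and 7.91, above every P6 cell, of which the highest was at 2.68. The difference was therefore larger than the spread between cells of either age.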

*Lgi4* (Fig. S1, third row) and *Mpzl1* (arrowheads in Fig. S1, bottom row) also show labeling consistent with expression in Bergmann glia. Since Bergmann glia play no known role in myelination, it is unknown what alternate function these genes may serve in these cells. Our data also indicated that Bergmann glia express agrin *in vivo* at P6 and P30 (Table S4), similar to what been shown in astrocytes *in vitro* [37]. 

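Agrn, the agrin gene, had a log2 ratio of -0.44 ± 0.59 at P6 and -1.52 ± 1.09 at P30 (SD, n = 5 cells each) over 2 probe sets, so that the mean was 2.12-fold higher at P6 and the cells of both ages overlapped. The probe set of Table S4 had a log2 difference P6 minus P30 of 1.88. For that probe set the mean raw value in Table S4, which is the paper's, is 5104 at P6 and 3028 at P30.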

Whether agrin synthesized by Bergmann glia plays any role in synapse formation or maintenance *in vivo* merits further investigation.

Analysis of *in situ* hybridization data for genes we found expressed in adult Bergmann glia identified several candidates that we believe may serve as selective markers for Bergmann glia. Within the adult cerebellum, the expression of four genes, leucine zipper protein 2 (*Luzp2*), G protein-coupled receptor 89 (*Gpr89*), leucine-rich repeat LGI family, member 4 (*Lgi4*), and Growth and differentiation factor 10 (*Gdf10*) appears to be restricted solely to the Purkinje cell layer (Fig. S2); and the cellular expression patterns of these genes within the PCL closely match those of well established astroglial markers expressed by Bergmann glia (Fig. S3). However, unlike most currently used markers that also label cerebellar astrocytes, these four genes appear to be completely specific to Bergmann glia. 

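In the arrays, 3 of these 4 genes were over 3-fold higher at P30, with all 5 P30 cells above all 5 P6 cells. Gpr89, named as an orphan receptor, had a log2 ratio of -0.32 ± 1.92 at P6 and 5.18 ± 1.59 at P30 (SD, n = 5 cells each) and was 45.2-fold higher at P30. Luzp2 had -0.07 ± 0.60 at P6 and 2.44 ± 0.55 at P30 and was 5.69-fold higher at P30. Gdf10, a growth factor of the TGF-β family, had -0.03 ± 0.20 at P6 and 0.28 ± 0.36 at P30, a difference of -0.31 that was about the spread between cells. Over the 4 genes the median log2 difference P6 minus P30 was -4.00. Gpr89, Lgi4 and Luzp2 stand in Table S2, which was chosen on the same cells, so that their direction is not independent evidence. Luzp2 lies on chromosome 7 from 54835245 to 55268888, and Gdf10 on chromosome 14 from 33923587 to 33936514 of GRCm38.p6.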

*Gdf10* is particularly noteworthy because its specific expression in the Purkinje cell layer had been reported before [38], but was thought, we believe in error, to be in Lugaro cells rather than in Bergmann glia.

### Gpr126, an Adhesion GPCR Expressed Specifically in Developing Bergmann Glia

GPCRs were one of the gene families of particular interest to us in light of our recent finding that *Gpr56*, an adhesion GPCR, is essential for cortical and cerebellar development [39], [40]. Moreover, few GPCRs have been studied in the context of glial function. Among the many GPCRs we found expressed in Bergmann glia, we were especially intrigued by the very specific spatiotemporal pattern of expression of *Gpr126*, another orphan receptor that is a close relative of *Gpr56*. 

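Gpr126, now named Adgrg6, lies on chromosome 10 from 14402583 to 14545723 of GRCm38.p6. Its log2 ratio over 2 probe sets was -0.05 ± 0.65 at P6 and -3.94 ± 1.29 at P30 (SD, n = 5 cells each), which makes it 14.8-fold higher at P6. The lowest P6 cell, at -0.98, lay above the highest P30 cell, at -1.95. Its relative Gpr56, now Adgrg1, had -0.40 ± 1.29 at P6 and -1.05 ± 3.01 at P30, with overlapping cells. Of 18 adhesion G protein-coupled receptors, 3 were over 3-fold higher at P6 and 2 at P30. Celsr1, a receptor of planar cell polarity, was 3.88-fold higher at P6 (a log2 difference P6 minus P30 of 1.96, or 1.51 without P30 replicate 5) and Adgre5, which is best known from leukocytes, 4.16-fold higher at P30. The median of the list was 0.07, at percentile 50.8 of random lists, and its sign changed with the scaling of the arrays.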

At P6, *Gpr126* was expressed specifically in the Purkinje cell layer (Fig. 4, center panels). Since RT-PCR analysis of single-cell cDNAs from Purkinje cells showed that *Gpr126* was absent in these neurons (data not shown), the pattern of *GPR126* mRNA is consistent with expression by Bergmann glial cells. As predicted by the microarray data, *in situ* hybridization signal for *Gpr126* was no longer detectable in the adult cerebellum (Fig. 4, right panels). At E15, *Gpr126* was present in the cerebellar ventricular zone (arrowheads in Fig. 4, left panels), where precursors of cerebellar neurons and glia–including Bergmann glia–are located. In contrast, *Gpr126* was absent in the forebrain ventricular zone at E15 (Fig. 4, arrow in left panel), indicating that it does not play a role in cortical radial glia at this age. Based on a recent study in zebrafish, regulation of cyclic AMP by *Gpr126* signaling plays a critical role in the initiation of myelination by Schwann cells [41]. Whether *Gpr126* in Bergmann glia also regulates second messenger pathways involved in cell differentiation, or instead regulates cell adhesion similar to other adhesion GPCRs such as *Gpr56*, *Celsr2* and *Celsr3* [39], [42], [43] remains to be examined.

**Figure 4:**
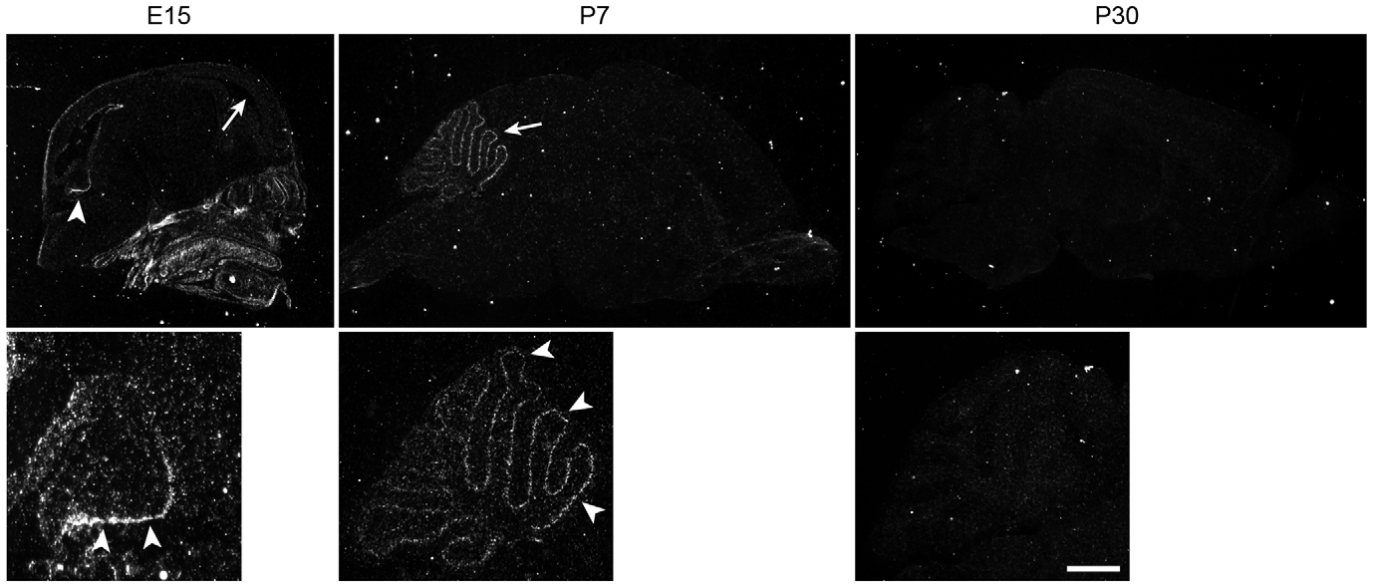
Identification of a developmentally regulated GPCR that is Bergmann glia-specific in the cerebellum. *in situ* hybridization with a ^33^P-labeled probe for *Gpr126*, a little known GPCR of the adhesion family, reveals signal specifically in the Purkinje cell layer at P7 (arrows, middle panels), consistent with expression in Bergmann glia. *Gpr126* expression is developmentally regulated, and becomes undetectable in the adult (right panel). Unlike most classic Bergmann glial markers, which are also expressed by cortical radial glia, *Gpr126* is specific to Bergmann glia and not detected in cortical radial glia at E15 (arrow in top left panel). Labeling is seen in the ventricular zone of the developing cerebellar anlage at E15 (arrowheads in left panels), suggesting that *Gpr126* may be expressed in progenitors of Bergmann glia. All sections are oriented with rostral to the right. Scale bar, upper panels: left, 3 mm; center, 2 mm; right, 2.5 mm; lower panels: left, 100 µm; center, 1 mm; right, 1.4 mm.

### Bergmann Glia Express Genes Typical of Neural Stem Cells

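Of 16 factors of pluripotent stem cells, none differed by more than 3-fold between ages. Their median log2 difference P6 minus P30 was 0.06 (percentile 58.4 of random lists), and its sign changed with the scaling of the arrays. The largest differences were those of Fgf4, at a log2 ratio of -1.37 ± 0.72 at P6 and -0.12 ± 1.77 at P30 (SD, n = 5 cells each), and Dppa2, at -0.43 ± 1.08 at P6 and 0.51 ± 0.93 at P30. Ratios do not show whether these genes were expressed. Among 21 neural stem cell factors, by contrast, 8 were over 3-fold higher at P6 and none at P30, with a median of 1.08, above all random lists. The member with the largest difference, Hes5, stands in Table 1, which was chosen on the same cells. The paper's tables had been seen when the list was fixed, so that its direction is not fully independent evidence.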

A striking finding of our microarray analysis is that Bergmann glia, even in the adult, express numerous genes thought to be expressed specifically by stem cells (Table 8), and show enrichment of the embryonic stem cell pluripotency pathway (Table 6). 

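Of the stemness genes in Table 8, 55 could be paired with probe sets here, and 41 were within 3-fold between ages, 13 were over 3-fold higher at P6 and 1 was over 3-fold higher at P30. The median log2 difference P6 minus P30 was 0.67. Ppic, a cyclophilin, was at least 33.7-fold higher at P6, and Coprs, a histone-binding cofactor of arginine methylation, 14.3-fold higher at P6. Rida, a deaminase of reactive intermediates, was 3.80-fold higher at P30, with all P30 cells above all P6 cells. Raw values were available for 15 of the 55 genes, and 14 of these were over 100 in at least 4 of 5 P6 cells. Among them, Gsta4, a glutathione transferase, had a mean raw value of 4838 at P6, and Srsf3, a splicing factor, 6676 in the highest of its 3 probe sets.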

Of the 220 genes that [24] identified as a core set of “stemness” genes common to multiple types of stem cells but not found in differentiated cells, 26.8% (60/220) are expressed by Bergmann glia at P6 (Table 8). Remarkably, 18.3% (41/220) remain expressed at P30. In addition, 26.3% (647/2458) of neural stem cell genes identified in the same study are also present in Bergmann glia at one or both ages (data not shown). These include transcription factors such as *Sox1*, *Sox2*, *Sox9*, *Hes1* and *Hes5*, which play important roles in cell proliferation and in maintaining neural stem cell identity. These findings support the intriguing hypothesis [44] that Bergmann glia may be a source of the newly described neural stem cells in the adult cerebellum [45], [46]. 

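At P30, 13 of the 15 genes of Table 8 with raw values were over 100 in at least 4 of 5 cells. The gene over 100 at P6 and not at P30 was Ppic, whose mean raw value was 56.8 at P30, with 1 cell over 100. Aldh7a1, an aldehyde dehydrogenase, was under 100 at both ages, with a mean of 45.7 at P30. Gsta4 had a mean of 8608 and Acadm, a fatty acid dehydrogenase of mitochondria, 3589 at P30. The paper's rule for expression in Table 8 was not found in its text.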

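Sox2 and Sox9 did not differ between ages by more than the spread between cells. Sox2 had a log2 ratio of -0.06 ± 0.28 at P6 and 0.05 ± 0.47 at P30 (SD, n = 5 cells each) and Sox9 0.11 ± 0.53 at P6 and 0.25 ± 0.55 at P30. Sox1 had -0.36 ± 0.38 at P6 and -0.91 ± 0.70 at P30, with overlapping cells. Hes1 and Hes5, effectors of Notch signaling, were lower at P30. Hes1 had -0.89 ± 1.44 at P6 and -4.80 ± 1.10 at P30 and Hes5 -0.63 ± 1.59 at P6 and -6.01 ± 0.29 at P30. For both, all P6 cells lay above all P30 cells. Nes, an intermediate filament gene of neural progenitors, had -0.29 ± 1.22 at P6 and -3.31 ± 0.21 at P30, with all P6 cells above all P30 cells as well, and Bmi1, a Polycomb gene of stem cell self-renewal, had -0.11 ± 1.91 at P6 and -3.65 ± 0.91 at P30, with overlapping cells. From the expression of such genes in the adult the paper proposes that Bergmann glia may keep the potential of neural precursors.

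**Figure D3:**
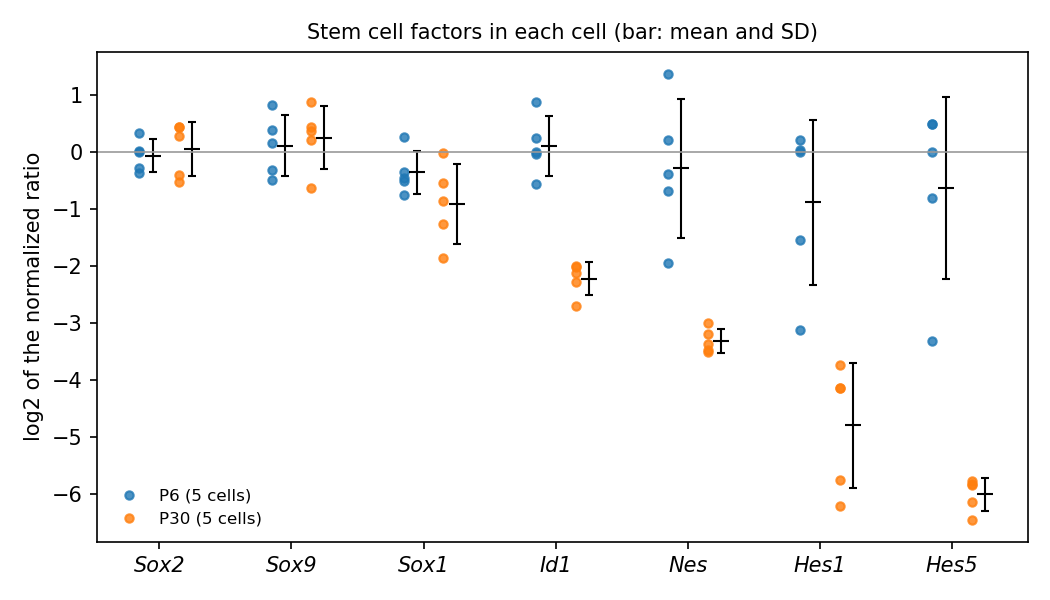
Log2 of the normalized ratio (y axis) of 7 genes (x axis) in each of 5 P6 and 5 P30 cells, with the mean and SD beside them. Hes5 lies at a mean of -0.63 at P6 and -6.01 at P30, whereas the cells of both ages overlap for Sox2.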

Our observation in Bergmann glia is also consistent with reports of progenitor cell-like gene expression in Muller Glia of the retina [44], [47].

**Table 8:** Stem cell-enriched genes expressed in Bergmann glia.

Gene Symbol	Description	Functional Classification
Pls3	plastin 3 (T-isoform)	actin binding
Aldh7a1	aldehyde dehydrogenase family 7, member A1	aldehyde metabolism
Pdcd2	programmed cell death 2	apoptosis
Cbr3	carbonyl reductase 3	Arachidonic acid metabolism
Rcn1	reticulocalbin 1	calcium ion binding
Tbrg1	transforming growth factor beta regulated gene 1	cell cycle regulation
Fhl1	four and a half LIM domains 1	cell growth and differentiation
Msh2	mutS homolog 2	DNA repair
Acadm	acyl-Coenzyme A dehydrogenase, medium chain	electron transport
Trip6	thyroid hormone receptor interactor 6	electron transport
Txndc9	thioredoxin domain containing 9	electron transport
Txnl1	thioredoxin-like 1	electron transport
2410015N17Rik	RIKEN cDNA 2410015N17 gene	function unknown
2410022L05Rik	RIKEN cDNA 2410022L05 gene	function unknown
AW549877	expressed sequence AW549877	function unknown
Jagn1	jagunal homolog 1	function unknown
Sh3d19	SH3 domain protein D19	function unknown
Gsta4	glutathione S-transferase, alpha 4	Glutathione metabolism
Pigx	phosphatidylinositol glycan anchor biosynthesis, class X	GPI-anchor biosynthesis
Tbc1d15	TBC1 domain family, member 15	GTPase activator activity
Pla2g6	phospholipase A2, group VI	lipid catabolism
Sfrs3	splicing factor, arginine/serine-rich 3 (SRp20)	nuclear mRNA splicing
Sfrs6	splicing factor, arginine/serine-rich 6	nuclear mRNA splicing
Hrsp12	heat-responsive protein 12	nuclease activity
Zc3h14	zinc finger CCCH type containing 14, variant 1, mRNA.	nucleic acid binding
Ppa1	pyrophosphatase (inorganic) 1	phosphate metabolism
Nup35	nucleoporin 35	porin activity
Psmd12	proteasome 26S subunit, non-ATPase, 12	proteasome pathway
Tjp1	tight junction protein 1	protein binding
Mrpl17	mitochondrial ribosomal protein L17	protein biosynthesis
Eif2b4	eukaryotic translation initiation factor 2B, subunit 4 delta	protein biosynthesis
Eif3s1	eukaryotic translation initiation factor 3, subunit 1 alpha	protein biosynthesis
Eprs	glutamyl-prolyl-tRNA synthetase	protein biosynthesis
Iars	isoleucine-tRNA synthetase	protein biosynthesis
Mrpl3	mitochondrial ribosomal protein L3	protein biosynthesis
Mrpl34	mitochondrial ribosomal protein L34	protein biosynthesis
Fkbp11	FK506 binding protein 11	protein folding
Fkbp9	FK506 binding protein 9	protein folding
Ppic	peptidylprolyl isomerase C	protein folding
Mpdu1	mannose-P-dolichol utilization defect 1	protein metabolism
Esf1	ESF1, nucleolar pre-rRNA processing protein, homolog	protein processing
Ywhab	tyrosine 3-monooxygenase activation protein, beta	protein targeting
Laptm4a	lysosomal-associated protein transmembrane 4A	protein transport
Pkd2	polycystic kidney disease 2	protein transport
Xpot	exportin, tRNA (nuclear export receptor for tRNAs)	protein transport
Zmat3	zinc finger matrin type 3	regulation of cell growth
Smarcad1	SWI/SNF-related, matrix-associated chromatin regulator 1a	regulation of DNA recombination
Epl2	elongation protein 2 homolog	regulation of JAK-STAT cascade
Cops4	constitutive photomorphogenic homolog, subunit 4	regulation of signaling
Rnf4	ring finger protein 4	regulation of transcription
Tead2	TEA domain family member 2	regulation of transcription
Zfx	zinc finger protein X-linked	regulation of transcription
Gnl2	guanine nucleotide binding protein-like 2 (nucleolar)	ribosome biogenesis
Nol5a	nucleolar protein 5A	ribosome biogenesis
Mphosph10	M-phase phosphoprotein 10	rRNA processing
Gnb1	guanine nucleotide binding protein, beta 1	signal transduction
Crtap	cartilage associated protein	sugar transport
3732413I11Rik	RIKEN cDNA 3732413I11 gene	ubiquitin cycle
Fbxo38	F-box protein 38	ubiquitin cycle
Wbp5	WW domain binding protein 5	WW domain binding

## Discussion

Despite growing evidence of the indispensable roles of glial cells in many aspects of nervous system development and function, much remains unknown about the molecules that mediate these roles, particularly *in vivo*. There is also a lack of specific markers for various subtypes of glial cells, and of tools to manipulate gene expression only in specific subtypes. This has hindered our understanding of the diverse roles of glial cells. Our results from single cell transcriptome analysis of cerebellar Bergmann glia identify numerous novel genes whose role in Bergmann glia, or glia in general, can now be tested in functional contexts. We also identify several genes that appear to be entirely Bergmann glia-specific in the cerebellum. Not only does this confirm that the GFP+ cells we harvested for this study were indeed Bergmann glia and did not inadvertently include astrocytes, but also offers new tools for understanding these important glial cells. In this study we focused mainly on genes not previously characterized in Bergmann glia or glial cells in general. For analysis of all genes that we found expressed in Bergmann glia, our complete data set can be viewed in Table S5, and the original Affymetrix. CEL files can be accessed at the Gene Expression Omnibus (GEO) repository (accession number GSE18617).

Genes identified here as being expressed in Bergmann glia fall into many classes, highlighting the diverse roles of this cell type throughout life. 

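Cyp26b1, which breaks down retinoic acid, was higher at P6, with a log2 ratio of 0.38 ± 0.63 at P6 and -6.31 ± 0.49 at P30 (SD, n = 5 cells each) and 3 of 5 P30 cells at the floor. It lies on chromosome 6 from 84571414 to 84593908 of GRCm38.p6. Of 18 genes of the retinoid pathway, 5 were over 3-fold higher at P6 and 2 at P30. Dhrs3, a retinaldehyde reductase, was 20.9-fold higher at P6. In the other direction, Aldh1a1, a retinaldehyde dehydrogenase, was 138-fold higher at P30 and Rarres2, which encodes chemerin, 28.1-fold higher at P30. Aldh1a1 was flagged present in no P6 cell, so that its fold is set against values not called present. The median of the list was 0.33, within the range of random lists, and ranged from -0.06 to 0.52 with each cell left out in turn, lowest without P6 replicate 2, and came to -0.01 with scaling to probe sets called present. Among guidance molecules, Sema4b had -0.61 ± 1.19 at P6 and -2.94 ± 0.43 at P30 and was at least 5.05-fold higher at P6, Sema6a was at least 4.27-fold higher at P6 and Sema4a 11.4-fold higher at P30.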

Some of the most salient with respect to cerebellar structure and function include retinoic acid signaling components–e.g. *Cyp26b1*, a regulator of retinoic acid activity - which may play a role in cerebellar patterning [48]; chemoattractive and chemorepulsive molecules (notably semaphorin 4B), which may regulate neuronal migration as well as dendritic outgrowth and synapse development [49], [50], [51]; growth factors and growth factor-like molecules such as Gdf10 [38], [52] and meteorin [53], [54]; molecules for cell-cell communication, particularly gap junction proteins, which have been shown to play critical roles in radial glial proliferation [55] and neuronal migration along radial glial fibers in the cerebral cortex [56]; synapse-associated adhesion molecules such as neurexins, which are important for synapse formation and maintenance [57]; components of the D-serine pathway involved in modulation of NMDA receptor function [58], [59]; and molecules that mediate synaptic function and plasticity, such as glutamate receptors, transporters, and transmembrane AMPAR regulatory proteins (TARPs) [60]. 

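Glul, the glutamine synthetase gene, had a log2 ratio of 0.00 ± 0.24 at P6 and -0.67 ± 0.94 at P30 (SD, n = 5 cells each). Pcx, the pyruvate carboxylase gene, had -0.12 ± 0.35 at P6 and 0.03 ± 0.94 at P30, and the glutamate transporter gene Slc1a2 had -0.14 ± 1.33 at P6 and -0.04 ± 0.43 at P30. None of these separated the ages. Of 10 genes of the glutamate-glutamine cycle, Got1, an aspartate aminotransferase, was 7.04-fold higher at P6, and Slc38a1, a glutamine transporter, 3.05-fold higher at P30 (a log2 difference P6 minus P30 of -1.61, or -1.25 without P30 replicate 3). The other 8 were within 3-fold. The median of the list was 0.06 (percentile 55.6 of random lists), with a sign that changed with the scaling of the arrays. P30 replicate 5 stood apart, with a median log2 ratio of -0.96 against -0.10 to 0.22 in the other P30 cells.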

The expression of the enzymes glutamine synthetase and pyruvate carboxylase along with glial glutamate transporters *Slc1a3* (GLAST) and *Slc1a2* (GLT-1) provide further evidence for the involvement of Bergmann glia in the glutamate-glutamine cycle that supports synaptic activity [19], [61]. Similarly, the expression of the lactate synthetic enzymes lactate dehydrogenase A and B (*Ldha* and *Ldhb*), and monocarboxylate transporter 1 (*Mct1*), the main lactate transporter responsible for rapid release of glial lactate, is consistent with the hypothesized glia-neuron lactate shuttle [62].

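Ldha had a log2 ratio of 0.11 ± 0.32 at P6 and 0.39 ± 0.38 at P30 (SD, n = 5 cells each) and Ldhb -0.05 ± 0.23 at P6 and 0.16 ± 0.35 at P30, with overlapping cells for both. Slc16a1, which encodes the transporter Mct1, had -0.26 ± 1.18 at P6 and 1.03 ± 0.91 at P30, and 1 of its probe sets had a raw value of 479 ± 459 at P6 and 1069 ± 678 at P30. Of 17 genes of glycolysis and lactate, 2 were over 3-fold higher at P30 and none at P6. These were Aldoc, the brain aldolase, 8.80-fold, and Hk2, a hexokinase, 7.07-fold. The median of the list was -0.23 (percentile 12.5 of random lists), and its sign changed with scaling to the spikes.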

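Nrxn3, the neurexin III gene, lies on chromosome 12 from 88722701 to 90334935 of GRCm38.p6 and had a log2 ratio of -0.05 ± 0.30 at P6 and 2.35 ± 0.29 at P30 (SD, n = 5 cells each) over 5 probe sets. All 5 P30 cells lay above all 5 P6 cells, and the mean was 5.29-fold higher at P30. The probe sets differed, and the pair listed in Table 3 was 72.6-fold and 72.1-fold higher at P30. Nrxn2, of the same family, had 0.41 ± 1.11 at P6 and 0.79 ± 1.04 at P30, with overlapping cells.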

Our finding that neurexin III is expressed in Bergmann glia is particularly interesting in light of the proposed role of neurexins in the development and maintenance of functional synapses. Neurexins present on the presynaptic membrane are thought to bind neuroligins on the postsynaptic membrane, thereby forming a trans-synaptic link that helps maintain the close apposition of pre- and post-synaptic elements [63]. Originally thought to be presynaptic [64], immuno-electron microscopy has now shown that neurexins are also present postsynaptically [65]. What has been missing in this analysis is the consideration of glial processes, which are also integral components of most CNS synapses and maintained in close proximity to pre-and post-synaptic elements [9], [66]. The expression of neurexin III in Bergmann glia raises the question of whether this molecule plays a role in anchoring glial processes to pre- and post-synaptic elements. Cell type-specific deletion of this gene in astroglial cells can be performed to address this hypothesis.

The role of glia in synaptic function has been reinforced by the finding that astrocytes in cell culture or brain slices can release glutamate [67], [68], which in turn can modulate synaptic transmission and plasticity [69], [70], [71]. However, the actual mechanism of glial glutamate release has remained controversial [72]. There is evidence that astrocytes *in vitro* express components of regulated vesicle exocytosis previously thought to be found only in neurons, including v-glut1/2, SNAP23, Munc18a, and synaptotagmin IV [73], suggesting that astrocytes release glutamate by vesicle exocytosis similar to neurons. However, a recent study [23] reported that acutely isolated mouse astrocytes do not express v-glut1/2, synaptotagmins or synapsin I, and therefore are unlikely to exhibit regulated vesicular glutamate release *in vivo*. 

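Components of regulated exocytosis differed between ages in both directions. Syn1, the synapsin I gene, had a log2 ratio of 1.27 ± 3.90 at P6 and 5.08 ± 3.85 at P30 (SD, n = 5 cells each), with P30 replicate 2 at -1.79, the other P30 cells between 6.37 and 7.12, and the P6 cells spread over -2.23 to 6.72. Rims2, which encodes rim2, was 3.19-fold higher at P30 (a log2 difference P6 minus P30 of -1.67, or -1.47 without P30 replicate 1) over 5 probe sets, of which the one in Table 3 was 97.1-fold higher. Lgi3 was 2.04-fold higher at P30, and Snap23, a SNARE protein, 2.85-fold higher at P30, with all P30 cells above all P6 cells for Snap23 alone. Syt11 had -0.41 ± 0.28 at P6 and -0.24 ± 0.83 at P30. In the other direction, Syt16 was 14.9-fold higher at P6, the syntaxin Stx12 at least 4.88-fold higher at P6 and Snapin 4.13-fold higher at P6. The raw value of a probe set of Snapin was 296 ± 255 at P6 and 160.3 ± 195 at P30. Of 25 genes of the list, 2 were over 3-fold higher at P30 and 3 at P6, with a median of 0.06 (percentile 54.8 of random lists) whose sign changed with the scaling of the arrays.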

Our finding that acutely isolated adult Bergmann glia do express some known or potential components of regulated vesicular exocytosis, including synapsin I, synaptotagmins XI and XVI, syntaxins, snapin [74], rim2 [75], and Lgi3 [76] (a recently identified syntaxin interactor and potential regulator of exocytosis) suggests that, unlike cortical astrocytes, Bergmann glia *in vivo* may possess the machinery for regulated release of glutamate and/or possibly other neurotransmitters.

While much of the recent focus on glia has been on their novel roles, it is worth noting that our knowledge of the molecular mechanisms remains incomplete even for the oldest and most commonly-associated role of glia: serving as “nerve glue,” a term coined by Rudolf Virchow in 1859. In this context, it is interesting that one of the largest set of genes we found expressed at high levels in Bergmann glia consists of cell adhesion molecules and receptors known or hypothesized to mediate cell-cell or cell-ECM binding. These include well-established adhesion molecules and receptors such as brevican, tenascin C, integrin αv, and dystroglycan-1, some of which are critical for structural integrity of the glial scaffold [77]. 

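A list of 25 genes of cell adhesion and matrix, which includes the molecules the paper names, had a median log2 difference P6 minus P30 of 0.12 (percentile 75.8 of random lists), within the spread between cells of 0.19. Of these, 3 were over 3-fold higher at P6 and 1 at P30, and the other 21 were within 3-fold. Ratios show change between ages and not level. High expression was therefore read from raw values only where the probe sets of Table S5 used here gave them. The sign of the median changed with median scaling, and with each cell left out in turn it ranged from -0.03 to 0.32.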

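Bcan, the brevican gene, had a log2 ratio of -0.12 ± 0.45 at P6 and -0.04 ± 0.61 at P30 (SD, n = 5 cells each). Tnc, which encodes tenascin C, had all P6 cells above all P30 cells, with a log2 difference P6 minus P30 of 1.58, or 0.96 without P30 replicate 2, and 1 of its probe sets had a raw value of 4903 ± 1059 at P6 and 2916 ± 1022 at P30, flagged present in all 10 cells. Itgav, the integrin αv gene, had -0.45 ± 0.61 at P6 and -0.14 ± 0.36 at P30, and Dag1, which encodes dystroglycan, had -0.36 ± 0.82 at P6 and 0.64 ± 0.98 at P30, with overlapping cells for both.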

A less studied adhesion molecule that we find in Bergmann glia, *Chl1*, was also shown recently to be important for the guidance and stabilization of stellate cell arbors projecting onto Purkinje cell dendrites [78], highlighting the important role of glial cell adhesion molecules in the development and maintenance of neuronal connections. 

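Chl1, a cell adhesion molecule of the L1 family, had a log2 ratio of -0.37 ± 1.02 at P6 and -0.49 ± 0.96 at P30 (SD, n = 5 cells each) over 4 probe sets. The difference of 0.12 was well within the spread between cells, and its raw level was not analysed here.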

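Cdh22 had a log2 ratio of -0.28 ± 0.79 at P6 and 0.08 ± 0.37 at P30 (SD, n = 5 cells each) and Jam2 had -0.39 ± 0.73 at P6 and -0.53 ± 1.11 at P30, with overlapping cells of both ages. Cd164, a sialomucin, had -0.01 ± 0.48 at P6 and 0.84 ± 0.57 at P30, and its probe set in Table S5 had a raw value of 1916 ± 876 at P6 and 4055 ± 1027 at P30, flagged present in all 10 cells.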

In light of these findings, we believe that the putative glial adhesion molecules we identify, including cadherin 22, CD164 and junction adhesion molecule 2 (*Jam2*), merit further investigation.

In addition to identifying possible molecular players in known functions of Bergmann glia, the genes emerging from our study also strengthen the possibility of novel roles of these cells. Recently, two studies identified putative neural stem cells in the postnatal cerebellum [45], [46]. While the identities of these cells remain unknown, a hypothesis has emerged that perhaps Bergmann glia could be these stem cells [44]. A study from the same lab found that two transcription factors that regulate neural stem cell identity, *Sox1* and *Sox2*, are found in postnatal Bergmann glia [79]. We now significantly expand this line of inquiry by examining the full expression profiles of Bergmann glia and identifying additional genes that have previously been implicated in “stem-ness” of neural stem cells [24]. The molecular and morphological changes that Bergmann glia undergo in response to injury, granule cell death, or implantation of embryonic granule cell precursors indicate that they remain highly plastic [80]. Whether they possess the latent genetic potential to serve as neural precursors and could do so in response to an appropriate stimulus remains a tantalizing possibility. Furthermore, the mechanisms that may normally repress this potential in the adult cerebellum merit further investigation. In this regard, our observation that the Bone Morphogenic Protein antagonist, *Nbl1* (neuroblastoma, suppression of tumorigenicity 1) shows highly elevated expression in adult Bergmann glia compared to P6 is interesting, since this gene has been shown previously to repress maintenance of the precursor state and promote neuronal differentiation through its action on BMP7 [81].

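Nbl1 lies on chromosome 4 from 139082291 to 139093126 of GRCm38.p6, and its 1 probe set had a log2 ratio of -2.98 ± 2.24 at P6 and 4.45 ± 0.81 at P30 (SD, n = 5 cells each), which was 173-fold higher at P30. The P6 cells were not alike, with P6 replicate 5 at 0.91 and the other 4 between -4.30 and -3.04, but the lowest P30 cell, at 3.63, lay above all of them. Bmp7, whose product Nbl1 antagonises, had -1.19 ± 2.30 at P6 and -3.82 ± 0.42 at P30.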

## Materials and Methods

### Ethics Statement

Experiments were performed in accordance with National Institutes of Health guidelines for the care and use of laboratory animals, and with approval of the Animal Care and Use Committee of Children's Hospital Boston.

### Isolation of Single Bergmann Glial Cells

Mice of ages P6 and P30 expressing GFP under the control of the GFAP promoter (GFAP-GFP mice) were used. From GFAP-GFP mouse brains, slices of the mid-sagittal third of the cerebellum were cut in cold Hank's Balanced Salt Solution (HBSS). By cutting only from the mid-sagittal region, where Bergmann glial processes run mostly parallel to the sagittal plane, damage to glial processes was minimized. Furthermore, isolation of Bergmann glia from a restricted region of the cerebellum should minimize developmental heterogeneity between individual cells. Slices were cut into smaller pieces in cold Ca^++^- and Mg^++^-free HBSS containing 10 mM HEPES; The tissues were incubated in papain (20 U/ml), and DNase I (20 U/ml) in Ca^++^- and Mg^++^-free HBSS on a shaker for ∼30 min at 37°C. The protease solution was then replaced with Hanks Balanced Salt Solution (HBSS) containing 1 mg/ml albumin ovomucoid protease inhibitor, and the tissue was gently triturated using fire-polished glass pipettes of decreasing bore diameter. Cells were pelleted by centrifugation and resuspended in cold HBSS. A small aliquot of the cell suspension was added to a Petri dish with cold Ca^++^- and Mg^++^-free HBSS and individual cells were harvested by mouth pipetting into pulled glass microcapillaries attached to a micromanipulator. Bergmann glia were recognized by their GFP fluorescence and morphology. Each picked cell was rinsed in a fresh dish with HBSS and re-picked with a new microcapillary. Harvested cells were immediately seeded into PCR tubes containing reverse transcription buffer, and placed on ice. In control experiments, single GFP-negative cells and putative astrocytes were also picked. Astrocytes from cerebella of GFAP-GFP mice showed weaker GFP staining compared to Bergmann glia and lacked the characteristic unipolar processes of the latter. The identity of the different cerebellar cells was always verified subsequently by PCR and Southern blot.

### Single-Cell RT-PCR and Microarray Hybridization

Single-cell RT-PCR was performed as described previously [25], [27], [82]. Briefly, amplified cDNA was synthesized by lysing the cell, reverse transcribing the cell RNA after oligo-dT priming, poly-A tailing the 5′end of the cDNA, and finally amplifying the cell cDNA with a unique poly-T primer (AL1: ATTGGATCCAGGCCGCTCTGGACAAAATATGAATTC(T)24). The reverse transcription was performed in limiting conditions of nucleotides and time in order to generate cDNAs of uniform size (∼0.5 to 1 kb), which are more likely to be uniformly amplified and to accurately reflect the relative abundances of various mRNAs in the cell. After 50 cycles of PCR, several micrograms of cDNA were generated from each cell. Five µl of the cDNA was run on a 1.5% agarose gel to verify the presence of a smear from ∼0.5 to 1 kb. Using this original cDNA as template, additional cDNA could be faithfully reamplified as necessary by PCR using the AL1 primer, as described previously [82]. Southern blots for several ubiquitous and cell-specific marker genes were then performed as described [82], [83] to assess the quality and representation of the single cell cDNA, and to verify cell identity. *Actb* and *Actg* were used as high and medium abundance markers, respectively; and *Odc* and *Ppp1ca* as low abundance markers [84]. *Gfap*, *Fabp7*, *Sept4* and *Slc1a3* were used as glial markers. Finally, the presence of *Nefl*, *Mtap2*, and in some cases also tubulin β-III was checked to detect any contaminating neurons. Only the best single cell cDNAs (10 µg of each), as determined by RT-PCR and Southern blot, were selected for labeling and microarray hybridization. In total, over 150 putative Bergmann glia were harvested, of which ∼90 yielded good cDNA smears after RT-PCR. The activity of the reverse transcriptases appeared to be the most variable factor, with noticeable lot-to-lot differences. Seventy-four of the single cell cDNAs showed robust expression of *Actb*, and of these, 31 were positive for *Actg*, *Odc* and *Ppp1ca* as well. Sixteen cDNA samples passed all quality control criteria, including presence of all tested astroglial markers and absence of all tested neuronal markers. Of these, five P6 and five P30 samples that exhibited the best quality control parameters on Affymetrix Test3 arrays were then hybridized to Affymetrix GeneChip Mouse Genome 430 2.0 microarrays at the Harvard Biopolymers Facility using standard Affymetrix protocols.

### Data Analysis of Affymetrix Gene Chips

Analyses of individual microarrays and comparisons between P6 and adult were performed using GeneSpring GX 7.3 (Agilent). Raw CEL files were processed using the RMA (Robust Multichip Average) normalization algorithm as implemented in GeneSpring GX 7.3. Normalization was performed using default settings, which included data transformation (RAW values of less than 0.01 were set to 0.01), per chip normalization to the median (each measurement was divided by the 50th percentile of all measurements in that sample), and per gene normalization (the raw expression level of each gene was divided by the median of its measurements in all samples). For statistical analysis, one-way ANOVA was performed with multiple testing correction using Benjamini and Hochberg false discovery rate (FDR) set at 0.05. To identify genes expressed at higher levels at P6 compared to P30, two separate analyses were performed. First, we selected for genes that showed over three-fold higher normalized expression at P6 compared to P30 (and additionally, met statistical criteria mentioned above and were present at RAW levels of >100 in at least four out of five P6 samples). Second, we selected for genes that were flagged “present” in P6 samples (at least four out of five) and “absent” in P30 samples (at least four out of five) (and, like above, were statistically significant and present at raw signal values >100 in P6 samples). Similar analyses were performed to identify genes that were expressed at higher levels at P30 than at P6. Finally, by using an expression level filter, highly expressed genes showing raw signal values of over 2000 in at least 4 out of 5 samples of each age (total 8 of 10) were also identified. Data for annotation and functional classification of genes was obtained through Genespring (Agilent), the Gene Ontology Consortium [85], Aceview (www.aceview.org) [86], and previous studies. Our microarray data is MIAME compliant and all raw data files have been deposited in the Gene Expression Omnibus (GEO) repository, a MIAME compliant database.

### *In Situ* Hybridization

*In situ* hybridization was performed essentially as described previously [87]. Briefly, DNA templates for transcribing cRNA probes were generated by PCR. The primers contained SP6 (in forward primers) and T7 (in reverse primers) RNA polymerase binding sequences. For *Gpr126*, the following two primer pairs were used, both of which yielded similar results:

1. Forward, 5′-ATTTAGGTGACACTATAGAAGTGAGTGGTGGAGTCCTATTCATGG-3′; reverse, 5′- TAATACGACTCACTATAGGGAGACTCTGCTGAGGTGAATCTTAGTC-3′.

2. Forward, 5′- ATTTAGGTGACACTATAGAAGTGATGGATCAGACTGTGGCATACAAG-3′; reverse, 5′- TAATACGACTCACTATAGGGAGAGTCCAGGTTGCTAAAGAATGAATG-3′. Underlined regions correspond to the SP6 (in forward primers) and T7 (in reverse primers) RNA polymerase binding sequences. ^33^P-labeled sense and antisense riboprobes were generated using SP6 and T7 polymerases respectively (Promega) and a reaction mix containing ^33^P-UTP (Perkin Elmer). Radioactive *in situ* hybridization was performed on 16 µm brain cryosections as described previously [88], [89].

### Gene Expression Atlases

Several online reference atlases of mRNA expression were used to corroborate the expression of genes identified in the microarrays. These included the Allen Brain Atlas (ABA) (http://www.brain-map.org/) [90], the Brain Gene Expression Map (http://www.stjudebgem.org) [91], and GenePaint (http://www.genepaint.org) [92].

## Supporting Information

Table S1 Developmentally-regulated Bergmann glia genes (P6>P30 by >3-fold, or present at P6 and absent at P30)
(0.11 MB XLS) Click here for additional data file.

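Table S1 combines the authors' fold criterion with the flag criterion, and marks which of them each gene met. The table used here holds 435 genes with 502 probe sets, of which 445 could be paired and had complete values. All 445 were higher at P6, 435 of them over 3-fold, with a median log2 difference P6 minus P30 of 3.85. All 5 P6 cells lay above all 5 P30 cells for 319, and chance gives 0.397% in one direction. Probe sets marked for fold were apart in this way in 301 of 353 cases, and those marked for presence alone in 20 of 95, with probe sets that stand under entries of both kinds counted in each. The paper selected the genes on the same values.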

Table S2 Developmentally-regulated Bergmann glia genes (P30>P6 by >3-fold, or present at P30 and absent at P6)
(0.04 MB XLS) Click here for additional data file.

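Table S2 was built in the same way as Table S1 for the opposite direction. Of the 152 probe sets used here, 140 could be paired and had complete values. All 140 were higher at P30 and 139 over 3-fold, with a median log2 difference P6 minus P30 of -4.23. All 5 P30 cells lay above all 5 P6 cells for 92 of them. This held for 83 of 99 probe sets marked for fold and for 10 of 42 marked for presence alone.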

Table S3 Presumptive neuron-specific genes seen in Bergmann glial cDNA samples
(0.02 MB XLS) Click here for additional data file.

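Table S4 gives, for each probe set over the level, the mean raw and normalized values of each age. For 486 of the 509 probe sets used here with complete values, both normalized means equalled, within 1 percent, the arithmetic means of the deposited ratios after division by the median of the 10 cells, which is the divisor that the methods name. The deposited ratios themselves gave both means for 45.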

Table S4 Genes expressed at moderate to high levels in Bergmann glia (P6 and P30) (mean raw signal values >2000)
(1.24 MB XLS) Click here for additional data file.

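Table S5 holds the raw value, the normalized value and the detection flag of every probe set in each cell, and 1757 of its probe sets were used here. All 17570 normalized entries among them, blanks included, equalled the deposited entries. The header names P6 above the normalized columns of cells 9 and 10, which stand under P30, and these equal the deposited values of P30 replicates 4 and 5. Raw values ranged from 0.357 to 17334 on a linear scale. These probe sets are the only ones with raw values of single cells here, and so they carry the presence shares and correlations reported for the arrays.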

Table S5 Complete data set of 45,101 probe sets for all Gene Chips used in our single cell gene expression analysis
(9.52 MB ZIP) Click here for additional data file.

Figure S1 Myelin-related genes are expressed in adult Bergmann glia. Mid-sagittal views of adult mouse cerebella with *in situ* hybridization images (left panels) and expression level analysis (right panels), as obtained from the Allen Brain Atlas. Insets in all images are from the dorso-rostral region of lobule V (asterisk in top panels). Top row, mRNA for *Pmp22*, a constituent of myelin, is expressed most strongly in putative oligodendrocytes in the white matter (arrows). Surprisingly, however, there is also signal in the Purkinje cell layer (PCL), in a pattern consistent with expression in Bergmann glia (arrowheads). Second row, *Plp1*, the major constituent of CNS myelin, exhibits a similar expression pattern. Although the strongest staining is in putative oligodendrocytes (arrows), there is also distinct signal in Bergmann glia (arrowheads). Third row, *Lgi4*, which has been shown to be important for myelination in the PNS, shows robust and Bergmann glia-specific expression in the cerebellum. Fourth row, *Mpzl1*, another gene thought to be involved in myelination, is expressed in at least a subset of Bergmann glia (arrowheads). Scale bar, 500 µm in all panels, 140 µm in insets.
(4.55 MB TIF) Click here for additional data file.

Figure S2 Bergmann glia-specific gene expression in the adult cerebellum. Mid-sagittal views of adult mouse cerebella with *in situ* hybridization images (left panels) and expression level analysis (right panels), as obtained from the Allen Brain Atlas. Insets in all images are from the dorso-rostral region of lobule V as in Fig. S1. *Luzp2*, *Gpr89*, *Lgi4* and *Gdf10* all appear to be expressed very specifically in the Purkinje cell layer in the adult cerebellum. This restricted localization, along with a cellular expression pattern in the PCL that matches those of well established astroglial markers (Fig. S3), suggests that these genes are Bergmann-glia specific in the adult cerebellum and may serve as novel markers for these cells. Scale bar, 500 µm in all panels, 140 µm in insets.
(4.22 MB TIF) Click here for additional data file.

Figure S3 Expression patterns of well established astroglial markers in the adult cerebellum. Mid-sagittal views of adult mouse cerebella with *in situ* hybridization images (left panels) and expression level analysis (right panels), as obtained from the Allen Brain Atlas. Insets in all images are from the dorso-rostral region of lobule V as in Fig. S1. The glial genes, *Slc1a3*, *Fabp7*, *S100β* and *Sept4* are four widely used astroglial markers, and their expression in Bergmann glia (but not Purkinje cells or other cerebellar neurons) has been confirmed by previous studies. The cellular expression patterns of these genes are presented here to serve as controls against which the Bergmann glial expression of new genes (for example, as in Fig. S2) can be compared. Scale bar, 500 µm in all panels, 140 µm in insets.
(4.27 MB TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

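Gene expression was measured in 10 single Bergmann glial cells of mice that express GFP under the Gfap promoter, 5 at P6 and 5 at P30, each on 1 Affymetrix Mouse Genome 430 2.0 array. According to the authors, reverse-transcribed and amplified cDNA of each cell was hybridised, the scans were processed with RMA as implemented in GeneSpring GX 7.3 (no version of RMA and no genome build stated), values under 0.01 were set to 0.01, each array was divided by its 50th percentile and each probe set by its median over all samples. The deposited values are ratios of this kind, made by the authors before deposition, on a linear scale. In the probe sets of Table S5 used here, the divisor was the median of the P6 cells with a raw value above 10 and not that of all cells. The range of ratios is 0.01 to 961.5, apart from 10 values of 0, which were set to 0.01. Outside the probe sets of Table S5 used here, raw values were at hand only as means per age in Table S4.

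Of 45101 probe sets, 43608 with a value in all 10 cells were kept, and 1493 with a blank were left out, of which 1013 had values in P30 cells only and 480 in none. Comparisons of ages thus miss probe sets without a usable P6 value. Probe sets were paired with gene symbols of the reference annotation (GRCm38.p6): 34958 had 1 gene, 932 several and 9211 none, and only those with 1 gene entered values of genes. A gene has the mean log2 ratio over all its probe sets, which gave 17919 genes. This replaced the brightest probe set named in the plan, since ratios do not show which probe set is brightest. Analyses were run in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9.

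Ages were compared by the difference of mean log2 ratios, P6 minus P30, with a size rule of 3-fold, and by whether all 5 cells of one age lay apart from all 5 of the other. Each array is 1 cell and no animal is named, so each age counted as 1 sample, no p-value or standard error was computed, and SD and ranges describe the cells. The number of arrays thus limits the precision, and array signal against background was at hand only for the probe sets of Table S5 used here. The gene lists and cell type markers, the size rule, the choice of named genes and most alternatives were fixed before the data were examined, apart from a second list of endothelial and pericyte genes. The genes named are the 12 with the largest difference in each direction among those over 3-fold and apart in all cells, genes that the paper names at a claim, the 2 to 4 members of each list with the largest absolute difference over 3-fold (or the largest where none was), and control and sex-linked transcripts. Values in the tables of the paper had been seen by then, and genes outside this choice are said to be chosen after their values were seen.

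For each list the median difference over all members was set beside 10000 random lists of the same size (seed 20100212), matched in 20 bins on the pooled SD within ages. The plan named the level for this matching and a filter on level for members, and both were replaced because ratios carry no level. For marker lists in single cells, each cell was set against the median of the other 4 cells of its age. Raw values and detection calls of Table S5 served for levels, presence (over 100 in at least 4 of 5 cells), abundance (over 2000) and correlations. Cells were clustered by average linkage on the root mean square log2 difference in place of the planned correlation of levels. The steps were tested on simulated data with known differences, as given beside the first results.

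Alternatives were median scaling of the arrays, scaling to the hybridisation spikes or to probe sets called present, other floors and levels, ratios of arithmetic means, differences of medians, removal of probe sets ending in _x_at or _s_at, other correlations, linkages and scales, and each cell left out in turn. The IPA enrichment and the one-way ANOVA of the paper were not repeated, and the poly-A and degradation controls, RT-PCR and in situ hybridisation were not analysed here.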

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

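The tests of neuronal RNA, of array scaling, of endothelial and pericyte RNA, of short transcripts among probe sets called present, of patchy detection, of per chip scaling, of the sex of the mice and of random loss were chosen after the results were seen, whereas those of oligodendrocyte RNA and of all short genes were set before.

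A cell is listed here where its distance to the nearest other cell of the same age was more than 0.71 of the range of the 5 cells. This was tried in 470 groups of 5 cells, for the arrays, the lists and 187 genes, and held in 56. Chance flags about 1 in 20 groups, or 23.5 here, and many of the measures share genes. P30 replicate 5 was the cell apart in 21 groups, P6 replicate 5 in 9, P30 replicate 2 in 6 and every other cell in 2 to 4. For arrays and lists, with the median log2 ratio of the cell against the range of the other 4 cells, these were the red blood cell list (-1.09 against -0.25 to 0.00) in P6 replicate 1; the exocytosis list (-0.53 against -0.12 to 0.00) in P6 replicate 3; the gap junction list (-0.60 against -0.13 to 0.00) in P6 replicate 4; the median of the array (-0.14 against -0.01 to 0.00) and the cell cycle list (1.36 against -0.50 to -0.07) in P6 replicate 5; the median of the array (-0.46 against -0.13 to -0.10), the hybridisation spikes (-0.48 against 0.20 to 0.39), the SLC transporter list (-0.39 against 0.03 to 0.10), the glutamate-glutamine cycle list (-0.96 against -0.10 to 0.22), the glycolysis and lactate list (-0.39 against 0.25 to 0.49), the genes of Table S3 (-2.50 against -2.24 to -2.15), the astroglial list (-0.34 against 0.34 to 0.56) and the endothelial and pericyte list (3.98 against -0.85 to 0.07) in P30 replicate 5.

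Single genes were apart as follows, with log2 ratios. In P6 replicate 1 these were Cdkn1a at 2.64 and Hap1 at -2.11. In P6 replicate 2 these were Cacng4 at -3.32, Dlc1 at 0.74, Rpl12 at -4.90 and Ttr at 6.85. In P6 replicate 3 these were Dbp at 0.58, Dhrs3 at -1.07 and Zfp560 at -3.05. In P6 replicate 4 these were Atxn2 at 1.51 and Slco1a4 at -0.76. In P6 replicate 5 these were Aldh1l1 at -1.86, Bcan at -0.90, Cbx3 at -3.05, Gap43 at 3.33, Kdr at 5.94, Mbp at 1.78 and Nbl1 at 0.91. In P30 replicate 1 these were Ier2 at -5.90 and Nrxn3 at 2.86. In P30 replicate 2 these were 1700086L19Rik at -5.89, Astn1 at -0.52, Kdm5d at 1.34, Mfap4 at -5.27, Syn1 at -1.79 and Tnc at -4.16. In P30 replicate 3 these were Cks1b at 0.13 and Rpl12 at -2.47. In P30 replicate 4 these were Adgre5 at -0.0087 and Rlbp1 at -6.24. In P30 replicate 5 these were Celsr1 at -3.33, Dbp at 1.46, Fam107a at 2.89, Ldhb at -0.45, Mcm5 at -2.76, Mpzl1 at -0.14, Ntsr2 at 7.91, Rpl14 at -3.37, Slco1a4 at 5.36, Sparcl1 at -0.31, Tek at 5.48, Vim at -0.63 and Zfp560 at -0.12. For 1700086L19Rik, Rlbp1 and Rpl14 at P30 the other 4 cells were all at the floor of 0.01, so that the gap holds no measured spread. Gap43, Kdr, Tek, Slco1a4, Cldn11 and Ttr are examples chosen after their values were seen.

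Transcripts of other cell types were higher in P6 replicate 5, P30 replicate 4 or P30 replicate 5, and the tables argue against array scaling that raises every value of these cells, since the highest median deviation over all genes among the 3 was 0 (log2). Microglial markers were also higher in P6 replicate 3, by 0.67 (percentile 99.3). That cell was left out of these tests, and its raw values of C1qa, C1qb and Coro1a were called absent. In P30 replicate 5, 8 of the 9 endothelial and pericyte markers had their highest P30 value, such as Cldn5 at 3.98, Tek at 5.48, Slco1a4 at 5.36 and Kdr at 5.28, with Cdh5 as the exception at -1.02. This restates the list's median. A second list of 25 other genes of these cells, written once the first had been seen but before its own values were looked up, was higher by 1.54 in P30 replicate 5, at percentile 100 of 2000 random lists, with 15 of the 25 at their highest P30 value there, so RNA from endothelial cells or pericytes in P30 replicate 5 is a candidate source, although each cell was picked by GFP and shape, rinsed and picked again. The only raw value among the 9 markers was that of Pdgfrb, 4195 in P30 replicate 5 but also 2105 in P6 replicate 1, both called present, and 2081 in P30 replicate 2, called absent, so that its gene values there (6.21 against 6.24) nearly tie, while 1 of the 9 genes stands in another list and none in Table S1 or Table S2. RNA from neurons and RNA from oligodendrocytes in these cells stay open. General neuronal markers passed the 95th percentile of random lists in 1 of the 3 cells (percentiles 99.9, 35.1 and 94.7), of which the second is far below it. Granule neuron markers passed it in P30 replicates 4 (96.55) and 5 (99.25), and Purkinje neuron markers in P30 replicate 5 alone (99.6). In P6 replicate 5 these stood at 65.65 and 91.15. Interneuron markers passed it in none of the 3 cells. Oligodendrocyte markers passed it in 1 (94.7, 95.2 and 93.5), all within 2 points of the limit set before, too near to decide. Of this list Cldn11, of myelin, had a raw value of 3764 in P30 replicate 4 and 597 in P30 replicate 5. Olig1 and Olig2 were called absent in both, and Olig1 was present at 792 in P30 replicate 2. Of the general neuronal list 6 of 13 genes stand in another list and 1 in Table S1 or S2, of the oligodendrocyte list none. No biological explanation was tested, as the design names none within an age.

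Genes of ribosomal, spliceosomal and respiratory chain proteins were higher at P6. The tables argue against the per chip scaling, which moves all genes of an array alike, as the median log2 difference of the 301 members lay 0.64 above that of all genes, beyond the spread between cells of 0.21 and above all random lists, and that of 73 member probe sets called present in at least 8 of 10 cells lay 0.43 above that of 633 others (0.69 against 0.26, spread 0.25, percentile 99.1). The oxidative phosphorylation list taken alone, at 0.28, lay within its spread of 0.32. Patchy detection in P30 cells stays open. All 5 P30 cells lay below all 5 P6 cells in 314 of 1683 genes over 3-fold higher at P6 (18.7%, where chance gives 0.397% of all genes), and among such members in 12 of 15 of the cytosolic ribosomal list, 7 of 18 splicing factors and 4 of 4 of oxidative phosphorylation, but only in 3 of 16 of the mitochondrial ribosomal list and 1 of 11 translation factors, the lowest at 0.487 times the share among all genes. Loss of short transcripts from the P30 cDNA may contribute, and its tests pull apart. Over 602 other genes spanning under 2 kb of the genome the median log2 difference P6 minus P30 was -0.03 (percentile 8.12), under the limit set before, but that limit took genes with no known signal, whereas 25 such probe sets called present in at least 4 of 5 cells of an age had a median of 1.34 against 0.36 over 829 longer ones (percentile 99.2). A difference between P6 and P30 Bergmann glia stays open, untested, and ages and any day of preparation were not separate in this design.

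Xist, from the X chromosome, and the Y-linked Eif2s3y and Kdm5d were on in some cells of an age and off in others, taking log2 ratios over -3 of 1 probe set each as on. Random loss of low transcripts in single cells is argued against, since Kdm5d and Eif2s3y were on or off together in 9 of 10 cells, with P30 replicate 1 as the exception (Eif2s3y 0.15, Kdm5d -5.71). Cells taken from male and from female mice are a candidate explanation, as 10 of 10 cells were high in exactly 1 of Xist and Eif2s3y. The probe set of Eif2s3y was also called present in P30 replicate 5, where Xist was on, at a raw value of 66.4, against at least 4698 in the 5 cells with Eif2s3y on. The other probe sets of the 3 genes were not on and off in this way. Xist was on in 2 P6 and 3 P30 cells and Eif2s3y in 3 and 2. The text and labels give no sex, so that none was taken into account.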

How the results depend on the processing

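The floor of 0.1, scaling to the hybridisation spikes, scaling to probe sets present in at least 8 of 10 cells, root mean square distances under median scaling and correlation after centring each probe set were chosen after seeing the data, and the other alternatives were set earlier. With each cell left out in turn, summary results stayed within 1 SD between cells, or counts within 1.5 times, in 529 comparisons, moved further in 8 and, where the median lay beyond that spread, changed sign in 3. Among the 529, 28 changes of sign in 7 lists lay within that spread, so that those lists have no settled direction. Under the other alternatives 170 stayed and 18 moved, with 8 such changes of sign in 5 lists, not counting scaling of lists to the spikes or to probe sets called present. Over median scaling and these 2 the sign turned in 18 of 43 gene and marker lists, 6 with median scaling, 6 with the spikes and 12 with probe sets called present. Of single genes and marker lists, 1967 stayed and 3 moved with a cell left out, and 370 stayed and 34 moved otherwise, these 34 all toward 0 with the floor of 0.1, as that floor itself caps a ratio. With a cell left out, 9 of 121 named genes over 3-fold came under it, namely Celsr1, Celsr2, Cldn11, Gpsm1, Mbp, Pdgfrb, Rims2, Slc38a1 and Tek, and the sign turned for general neuronal (-0.0026 to 0.90), granule neuron (-0.087 to 0.70), Purkinje neuron (-0.44 to 0.29), microglial (-0.056 to 0.13) and endothelial and pericyte markers (-0.84 to 0.083). Across all alternatives the probe sets over 3-fold higher numbered 3528 to 6386 at P6 and 2011 to 4538 at P30, lowest at P30 with scaling to the spikes and highest with scaling to probe sets called present, where P30 had more than P6 (3528 at P6). Within Table S5, where a raw level could be asked for, floors of 32 and 100, a level of 200 and no level gave 233 to 317 at P6 and 73 to 119 at P30.

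With each cell left out, the median log2 difference P6 minus P30 ranged from -0.030 to 0.71 for embryonic stem cell pluripotency signaling (below 0 without P30 replicate 2 and without P30 replicate 4), -0.056 to 0.52 for the retinoid list (below 0 without P6 replicate 2), -0.35 to 0.17 for glutamate receptor signaling, 0.90 to 1.48 for neural stem cell factors, 1.91 to 2.28 for the genes of Table S3, -1.43 to -0.26 for gap junction genes, -0.034 to 0.32 for cell adhesion and matrix, -0.048 to 0.20 for exocytosis, -0.15 to 0.28 for the glutamate-glutamine cycle, -0.14 to 0.051 for pluripotency factors, -0.13 to 0.30 for adhesion G protein-coupled receptors and -0.31 to 0.38 for the neuronal genes of Fig. 2. Median scaling moved the zinc finger list to 0.13. Without probe sets ending in _x_at or _s_at the cytosolic ribosomal list was at 0.84 and embryonic stem cell pluripotency signaling at 0.073. Linear ratios placed 6 of 10 cells in the branch of their age. The floor of 0.1 lowered the root mean square log2 difference to 1.97 within P6, 2.03 within P30 and 2.12 between ages. The mean correlation within P6 was 0.748 on log2 values and 0.778 by ranks. A level of 50 was passed by 78.8% of probe sets at P6 and 77.5% at P30, and one of 200 by 60.8% and 56.2%. The abundant probe sets numbered 165 at a level of 4000 and 607 by the mean over 10 cells, and 7 genes of Table 8 at P6 and 7 at P30 passed a level of 1000. Shares and counts over a level move with the level or the rule by construction, as does the root mean square difference with the floor, and for the other values the cause was not tested.

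No paired analysis was possible because no label or text links a P6 cell to a P30 cell. Signal over background was at hand only for the probe sets of Table S5 used here. Elsewhere a change in a probe set without signal could not be set aside. Quantile normalization of ratios (for the whole array, the lists, the counts and the clustering) was not run. Nor were the floors of 32 and 100 and the levels of 100 and 200 outside those probe sets of Table S5. The brightest probe set of a gene, level filters on the lists and clustering of probe sets over 100 were not run either. The same holds for quantile scaling of the size rule, the abundant probe sets and Table 8.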

Differences from the paper's values

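Folds were compared for the probe sets of Tables 1 and 3 used here and for those of Tables S1 and S2. With no cell of the lower age at the floor, 176 of 176 folds of Table S1 and 69 of 70 of Table S2 lay within 1.5 times the paper's. With such a cell at the floor, 57 of 78 folds of Table S1 did, and 21 were over 1.5 times under the paper's. All 20 folds of Table 1 are lower bounds here, since P30 cells were at the floor of 0.01, and lie between 50.9 and 109. Of the 18 folds of Table 3, 11 lay within 10% of the paper's and 3 were over 1.5 times the paper's, of which 1 differed by more than the SD between cells. The other 2, within that SD, were a probe set of Ank2 (441-fold, where the paper's value is 266.8) and that of Gm2115 (193-fold, where the paper's value is 95.74). The probe set of 1700047M11Rik was 831-fold higher at P30 as the ratio of geometric means, where the paper's value is 293.1. Of the alternatives set before the data were examined, median scaling (926) and each cell left out in turn (705 to 1039) also differed, and none reached the paper's value. With each probe set divided by the median of all 10 cells and the floor of 0.01 set after that, an alternative chosen after seeing the values, all 18 folds of Table 3 lay within 1% of the paper's and none was dropped. That of 1700047M11Rik was then 293, with 5 of 5 P6 cells at the floor. The folds of Table 1 did not move.

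The mean pairwise correlation within P30 was 0.711 over the probe sets of Table S5 used here, where the paper's value is 0.82 over its own probe sets. It also differed under every alternative set before the data were examined, namely log2 values (0.684), ranks (0.690), probe sets over 100 in at least 1 cell (0.700), quantile normalization (0.711) and each P30 cell left out (0.684 to 0.734). The correlations within P6 and between ages did not differ from the paper's. The paper gives P30 cells the higher correlation, whereas here P6 cells had it (0.809).

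In Fig. 2, read by eye, 6 of the 8 astroglial genes went in the same direction as here. The bars of Aldh1l1 are higher at P30 and those of Aqp4 higher at P6, whereas the log2 difference P6 minus P30 here was 0.76 for Aldh1l1 and -0.65 for Aqp4, both with overlapping cells, although the probe set of Aldh1l1 in Table S4 went the paper's way, at -0.12. The tree of Fig. 3B keeps P30 cells 2 and 4 together, apart from the other 3, whereas here P30 replicate 2 joined replicates 1, 3 and 5 before replicate 4.

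Of the 9 pathways that Table 6 lists for P6, the 3 that the text singles out were read as lists here. Of these, 2 lay above the range of random lists, and Notch, at a median log2 difference P6 minus P30 of 0.16, did not. The Notch members Hes1, Hes5, Hes6 and Hey1 were each over 3-fold higher at P6. Of the 9 that Table 6 lists for P30, the 2 that the text singles out were not higher at P30 as lists here. Glutamate receptor signaling was at -0.04, within the random range. Embryonic stem cell pluripotency signaling was at 0.47, with no settled direction, and its members S1pr1 and Fgfr3 were higher at P30. That list was at -0.03 without P30 replicate 2 or without P30 replicate 4, and at 0.073 without probe sets ending in _x_at or _s_at. These lists are not those of the paper. Of its 4 categories for P30, gap junction genes were higher at P30, at a median of -0.996 with 2 of 7 genes over 3-fold. Their median was only -0.26 without P30 replicate 1. Transport was not clearly higher at P30 (median -0.07, percentile 1.39, within the spread between cells of 0.18). It had 26 genes over 3-fold at P30 and 25 at P6, and a median of -0.02 without P6 replicate 5. Synapse genes lay inside the range of random lists and exocytosis genes, at 0.06, were within it. Of exocytosis genes, Syn1 and Rims2 were over 3-fold higher at P30, both with overlapping cells, and Rims2 came under 3-fold without P30 replicate 1. Snap23, at a log2 difference of -1.51, stayed under 3-fold, whereas Syt16, Stx12 and Snapin were over 3-fold higher at P6. From Fig. 2 the paper concludes that its samples held no mRNA of other cell types. It also reports that tested neuronal markers were absent by PCR and Southern blot in the cells used. For the genes of Table S3 it does not fully exclude some neuronal mRNA. It holds that its quality control speaks against this, and believes that Bergmann glia express these genes. Here general neuronal markers in P6 replicate 5 were higher by 1.60 and endothelial and pericyte markers in P30 replicate 5 by 4.21, with the neuronal genes of Fig. 2 at a median difference of -0.04 between ages.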

Other observations

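Further lists were also read, some of them of genes or pathways that the paper names, as median log2 difference P6 minus P30 with percentile among random lists. The circadian clock list was at -0.96 (18 genes, percentile 0.01) and kept its sign under all 3 scalings. Dbp, a transcription factor driven by the clock, had a log2 ratio of -0.27 ± 0.49 at P6 and 3.65 ± 1.26 at P30 (SD, n = 5 cells each), with all P30 cells above all P6 cells, and Arntl, which encodes BMAL1, had -0.30 ± 0.49 at P6 and -2.48 ± 0.60 at P30, with all P6 cells above all P30 cells, where chance gives 0.794% of genes. Per1 was at -1.72 ± 2.96 at P6 and -3.98 ± 2.75 at P30, with overlapping cells. The list of immediate early and stress genes was at 0.58 (22 genes, percentile 92.3), inside the range of random lists. Fos had -1.29 ± 2.52 at P6 and -5.89 ± 0.78 at P30, Ier2 -1.86 ± 3.19 at P6 and -6.46 ± 0.32 at P30 and Egr1 0.54 ± 2.02 at P6 and -3.76 ± 0.68 at P30, and in P6 replicate 5 they were at -5.22, -6.64 and -2.23. Glucocorticoid targets were at -0.56 (15 genes, percentile 0.805), with Cdkn1a 6.82-fold higher at P30 and Sult1a1 5.60-fold higher at P30, both with overlapping cells. The hour at which the mice were killed was not found in the text.

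Genes of the D-amino acid and serine pathway were at -0.18 (10 genes, percentile 22.9), with a sign that turned with scaling to the spikes. Dao, a D-amino acid oxidase, had -0.13 ± 0.85 at P6 and 5.17 ± 1.10 at P30, with all P30 cells above all P6 cells, and Ddo, a D-aspartate oxidase, -0.18 ± 1.45 at P6 and 2.27 ± 1.14 at P30, with overlapping cells. Cox7b2, of the oxidative phosphorylation list, had -0.35 ± 1.84 at P6 and 4.26 ± 3.07 at P30, against the direction of that list.

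The other lists were at -0.38 for myelin-related genes of the paper (3 genes, percentile 16.7), -0.20 for its quality control genes (11 genes, 23.0), -0.28 for sex-linked transcripts (6 genes, 14.5), 0.26 for general neuronal markers (percentile 70.0), 0.50 for granule neuron markers (81.3), -0.02 for Purkinje neuron markers (34.4), -0.31 for interneuron markers (7 genes, 15.8), -0.50 for oligodendrocyte markers (1.82), 0.33 for markers of their precursors (4 genes, 82.0), 0.02 for microglial markers (57.4), -0.44 for endothelial and pericyte markers (8.60) and -0.48 for red blood cell markers (4 genes, 11.7). The signs for quality control genes, Purkinje neuron and microglial markers turned with median scaling or scaling to the spikes, and those for general neuronal markers and markers of oligodendrocyte precursors with scaling to probe sets called present. With a cell left out the signs turned for general neuronal, granule neuron, Purkinje neuron and microglial markers and for endothelial and pericyte markers, the latter without P30 replicate 5.

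Ttr, which encodes transthyretin and was chosen after its values were seen, was high in P6 replicate 2 alone, where its 4 probe sets lay between 4.25 and 8.33 on the log2 scale, and the other 9 cells lay between -1.10 and 0.80 as the mean of the 4.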
